# The regulatory landscape of early maize inflorescence development

**DOI:** 10.1186/s13059-020-02070-8

**Published:** 2020-07-06

**Authors:** Rajiv K. Parvathaneni, Edoardo Bertolini, Md Shamimuzzaman, Daniel L. Vera, Pei-Yau Lung, Brian R. Rice, Jinfeng Zhang, Patrick J. Brown, Alexander E. Lipka, Hank W. Bass, Andrea L. Eveland

**Keywords:** Maize inflorescence, Meristem, Accessible chromatin, Gene regulation, lncRNAs

## Abstract

**Background:**

The functional genome of agronomically important plant species remains largely unexplored, yet presents a virtually untapped resource for targeted crop improvement. Functional elements of regulatory DNA revealed through profiles of chromatin accessibility can be harnessed for fine-tuning gene expression to optimal phenotypes in specific environments.

**Result:**

Here, we investigate the non-coding regulatory space in the maize (*Zea mays*) genome during early reproductive development of pollen- and grain-bearing inflorescences. Using an assay for differential sensitivity of chromatin to micrococcal nuclease (MNase) digestion, we profile accessible chromatin and nucleosome occupancy in these largely undifferentiated tissues and classify at least 1.6% of the genome as accessible, with the majority of MNase hypersensitive sites marking proximal promoters, but also 3′ ends of maize genes. This approach maps regulatory elements to footprint-level resolution. Integration of complementary transcriptome profiles and transcription factor occupancy data are used to annotate regulatory factors, such as combinatorial transcription factor binding motifs and long non-coding RNAs, that potentially contribute to organogenesis, including tissue-specific regulation between male and female inflorescence structures. Finally, genome-wide association studies for inflorescence architecture traits based solely on functional regions delineated by MNase hypersensitivity reveals new SNP-trait associations in known regulators of inflorescence development as well as new candidates.

**Conclusions:**

These analyses provide a comprehensive look into the *cis*-regulatory landscape during inflorescence differentiation in a major cereal crop, which ultimately shapes architecture and influences yield potential.

## Background

Growth and development of all organisms depends on coordinated regulation of gene expression in time and space. In order for this to occur, chromatin conformation must be remodeled accordingly so that specific sequences in the DNA are accessible to regulatory transcription factors (TFs) [1]. Eukaryotic chromatin is packaged into arrays of nucleosomes, which each consist of 147 bp of DNA wrapped around a histone octamer. Dynamic shifts in nucleosome positioning affect gene regulation by modifying availability of *cis*-regulatory elements (CREs) to which combinations of TFs bind in a spatiotemporal manner [2–4]. Genetic variation in CREs and tissue specificity of regulatory factors can contribute to phenotypic plasticity. Since CREs are difficult to identify by sequence alone, various Encyclopedia of DNA Elements (ENCODE)-like projects have emerged with the goal of annotating the non-coding, functional genome in a given species by generating spatiotemporal maps of chromatin accessibility, TF occupancy, protein and DNA modifications, and gene expression [5, 6]. Although similar datasets are beginning to mature for a number of plant species [7–10], our knowledge of gene regulation in plants remains limited, and notably in our most economically important crops [11]. Various methods have been used to map genome-wide chromatin accessibility and nucleosome occupancy [12–15] and their use is based on the idea that TF occupancy occurs in nucleosome-free regions that present biochemically as nuclease accessible or hypersensitive (HS). Enzymes with nuclease activity, such as deoxyribonuclease I (DNaseI) and micrococcal nuclease (MNase), have thus been used to map nuclease HS regions of the chromatin as a proxy for regulatory sequences in plants [16–20]. Overlaying HS regions with TF binding and/or haplotype maps have identified genetic loci that contribute, for example, to human disease [21, 22]. Since the vast majority of genetic variants map to non-coding intergenic and intronic regions, chromatin accessibility provides a filter to enrich for potential functional variants and facilitate discovery of new regulatory loci. In maize, it was reported that approximately 1% of the genome was accessible based on differential MNase sensitivity in nuclei from young seedlings, yet this fraction explained 40% of the heritable variation [17]. These results indicated that, as in animal systems, functional polymorphisms are enriched in accessible regions of plant genomes, which has significant implications for advancing genome-assisted breeding. Based on studies in animals and plants, CREs can reside within the core or proximal promoters of genes (i.e., at or near the transcriptional start site (TSS)), or within *cis*-regulatory modules distal to their target genes, such as enhancer sequences that can influence gene expression at long range [2, 3]. Functional studies on distal enhancers, predominantly in animal systems, showed they can integrate various signals and fine-tune gene expression through combinatorial recruitment of TFs that are available in distinct spatiotemporal patterns [23–25]. Aside from a handful of functionally tested cases, the majority identified by Quantitative Trait Loci (QTL), our knowledge of distal regulatory sequences in plants remains poorly defined [26]. In maize, the domestication genes *teosinte branched1* (*tb1*) and *grassy tillers 1* (*gt1*) are regulated by distal enhancer sequences. Genetic variation in an enhancer region ~ 60 kb upstream of *tb1* modulates its expression through two distinct transposable elements (TEs) [27, 28]. Similarly, variation in a region ~ 7.5 kb upstream of *gt1* controls its expression [29]. Genome-wide surveys of putative enhancer regions have been carried out in Arabidopsis, rice and maize [7, 16, 30, 31], yet very few have been functionally validated. Maize is the cereal crop with the largest dollar value in the U.S. and abroad. Non-coding sequence makes up ~ 98% of the maize genome, the vast majority of which remains unexplored. In this study, we used a method that leverages differential sensitivity of chromatin to various concentrations of MNase followed by high-throughput sequencing (MNase-seq) to map global chromatin accessibility and nucleosome occupancy in maize inflorescence primordia early in development. Maize forms male and female flowers on separate inflorescences; the male tassel is formed apically following the transition from vegetative development and female ears are produced in the axils of leaves. Tassel and ear share common developmental programs and are morphologically similar at the early primordia stages. But variations on these developmental programs at the molecular level result in distinct structural features at maturity that directly affect yield potential, e.g., outgrowth of branches in the tassel and development of kernel rows on the ear [32, 33].

Our analysis of tassel and ear specifically examines primordia, which are enriched for meristematic cells ideal for mapping of HS signatures to footprint-level resolution. These accessible chromatin maps were integrated with complementary genomics datasets from comparable tissues, e.g., transcriptome profiles and TF occupancy maps, to validate functional regions in the maize genome. We also annotated a suite of long non-coding (lnc) RNAs associated with signatures of chromatin accessibility in the young maize inflorescences, which showed spatiotemporal specificity. Finally, we identified novel trait-SNP associations for key inflorescence architecture traits by using the functional genome to guide GWAS analyses. Results from this work provide a foundation for deeper explorations of the regulatory mechanisms underlying early developmental transitions during maize tassel and ear morphogenesis, which can be leveraged for crop improvement through molecular breeding and/or precision engineering.

## Results

### Mapping accessible chromatin in early development of maize inflorescences

To determine the regulatory landscape of the maize genome during early inflorescence development, we generated genome-wide, tissue-specific maps of accessible chromatin from immature tassels and ears. We used a method that defines differential sensitivity of chromatin using different concentrations of micrococcal nuclease (MNase), which was previously demonstrated in maize for vegetative tissue types [17, 19, 34]. Here, maize tassel and ear primordia were precisely staged and hand-dissected from greenhouse-grown, B73 inbred maize plants (Additional file 1: Fig. S1). For each tissue, approximately 170 individual primordia (1–5 mm in size) were pooled for each of two biological replicates. This developmental sampling scheme is comparable to previous genomics analyses for these tissues [32, 35, 36]. 

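Tassel and ear primordia of B73, the inbred line of the maize reference genome, gave 8 MNase-seq libraries in 2 tissues. The tassel is the male inflorescence and the ear the female one. Ears were taken from plants harvested later after sowing than those that gave tassels. A difference between the tissues thus cannot be told apart from one of plant age. Each of the 2 replicates per tissue was digested with MNase at 30 U/ml (light) and at 7290 U/ml (heavy). A replicate is a pool of about 170 primordia of 1 to 5 mm, so the spread between replicates is that between pools of plants. The authors trimmed the reads with cutadapt, mapped them to B73 AGPv3 with Bowtie2 and computed coverage scaled to library size in 25-bp windows. DNS is the light minus the heavy coverage, and LCS is the coverage of light-digest fragments shorter than 131 bp. The authors then called stretches of high coverage, here called segments, with iSeg, a segmentation program whose cut-off is written bc. They used bc 2.0 as the default, bc 3.0 as a stricter setting and bc 4.0 for footprints. The values analysed here are the positions of the MNase hypersensitive (HS) segments in 26 AGPv3 lists, called on each replicate and on the pooled reads of both replicates (the combined lists). The lists give no read counts and no scores, so the depth of each library is unknown here, and a segment missing from a list was not called rather than shown to be closed. Overlaps were counted from 1 shared bp. With 2 replicates in each tissue, an exact permutation test of the tissue labels cannot give a two-sided p under 0.333, so the replicate values are given throughout. The cut-off, the pooling of replicates, the overlap that counts as shared, the genome build and the measure (segments, bp or shares) are among the choices that can change the numbers.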

From each sample, fixed, intact nuclei were isolated and divided into two pools for “light” and “heavy” MNase digestion, and genomic library construction (Additional file 1: Fig. S1).

Mapped reads from light and heavy digests were compared to reveal regions of differential nuclease sensitivity (DNS), including MNase sensitive (accessible chromatin) and MNase resistant (closed chromatin) signatures (Additional file 1: Table S1). Since the exonuclease activity of MNase results in protected fragments of various sizes, data were analyzed in different ways relative to the DNA fragment sizes. For example, nucleosome-protected fragments are expected to be greater than 130 bp in length, whereas smaller fragments (< 131 bp), particularly those resulting from a light MNase digest, are likely associated with small, sub-nucleosomal particles in chromatin, biochemically defined as open and accessible. Therefore, selective mapping of different size classes from the light and/or heavy digests can provide different views of the chromatin landscape, as previously described [15, 37]. We mapped read coverage across the maize genome for: i) all size classes from light and heavy digests (provides information on accessible chromatin as well as nucleosome occupancy); ii) DNS analysis; and iii) small fragment (< 131 bp) coverage from the light digests only, hereafter referred to as Light digest Coverage Small fragments (LCS) (Fig. 1a). Overall, MNase hypersensitivity (HS) associated with gene-rich regions of the genome and MNase resistance was largely associated with repetitive sequence.

**Fig. 1:**
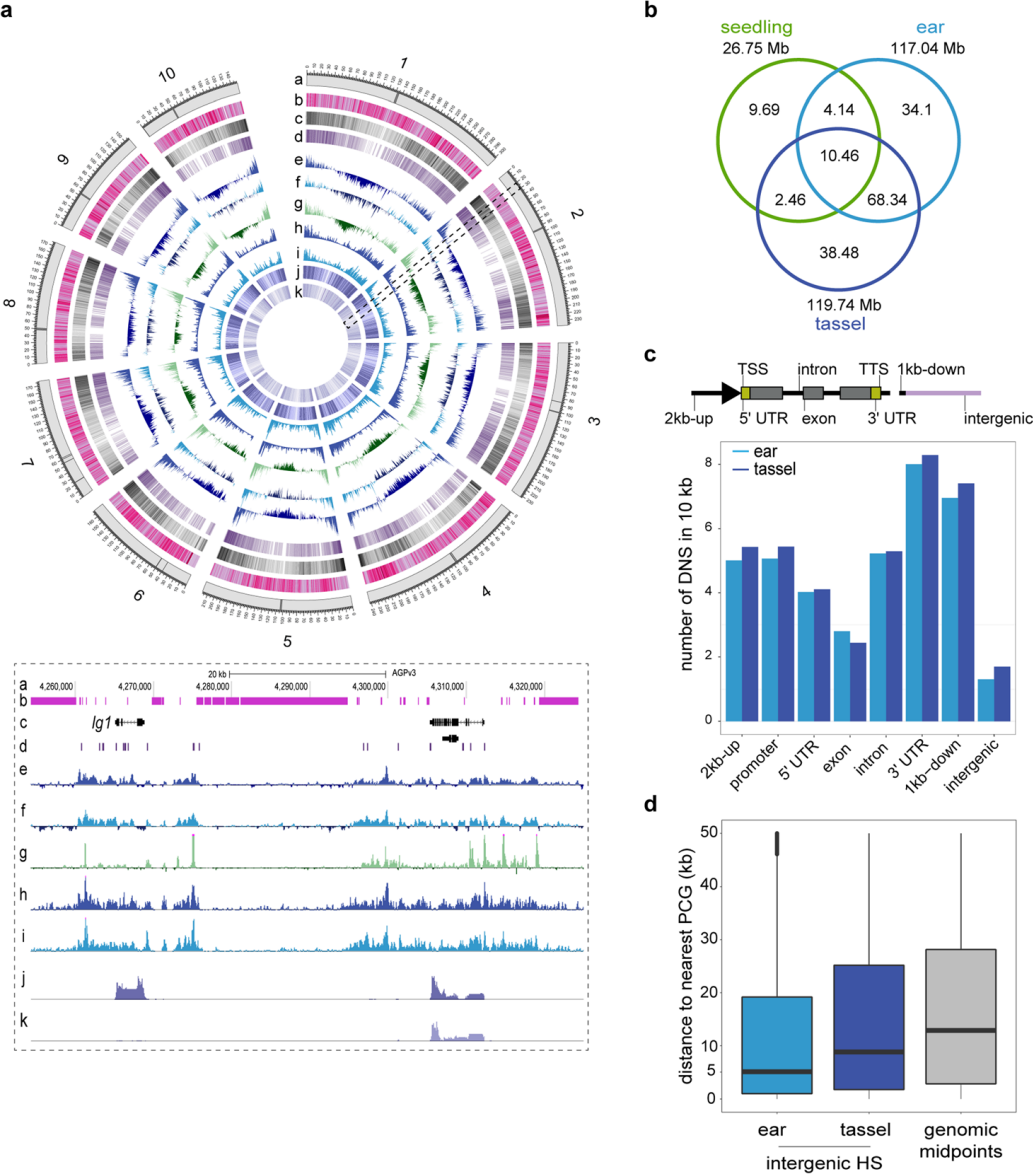
Genome-wide mapping of chromatin accessibility in early tassel and ear primordia. **a** Genome-wide visualization of MNase HS in tassel and ear and aligned against other genomic features: a - Chromosome ideograms; black bars indicate centromeres, b - Repeat elements, c - Gene density, d - Density of conserved non-coding sequences (CNSs), e - Differential nuclease sensitivity (DNS) from tassel, f - DNS from ear, g - DNS from seedling shoot, h - Density of small fragments (< 131 bp) from the light MNase digest (LCS) in tassel, i - LCS in ear, j - Density of gene expression from RNA-seq in 1–2 mm tassel primordia, k - Density of gene expression from RNA-seq in 1–2 mm ear primordia. A 60 kb slice on chromosome 2 is represented in a genome browser view below and includes the *liguleless 1* gene and a prominent HS region approximately 20 kb upstream. **b** The venn diagram compares the portion of MNase HS genome (in Megabases) based on DNS in tassel, ear and shoot tissues. **c** Distribution of MNase HS sites (based on peak midpoint) across eight genomic features relative to protein coding genes: within 1 and 2 kb upstream of the TSS, the proximal promoter defined as 1 kb upstream and 200 bp downstream of the TSS, 5′ UTR, exon, intron, 3′ UTR, within 1 kb downstream of the TTS, intergenic. Density of DNS signatures were normalized per 10 kb of genomic space per feature. In both tassel and ear, the promoter and 3′ regions of genes are most accessible. **d** Distribution of distances (in the range of 50 kb) from the midpoints of intergenic MNase HS sites to the closest protein coding gene in ear and tassel. The gray bar plots the distribution of midpoints of genomic space between any two sequential genes in the genome

To classify genomic regions of chromatin accessibility, we used the peak-calling algorithm iSeg [38] (see Methods; Additional file 1: Figs. S2 and S3, Tables S2 and S3; Additional files 2, 3, 4, and 5: Datasets S1- S4). 

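At bc 2.0, tassel DNS HS segments covered 121.7 ± 0.215 Mb (SD, n = 2 replicates), or 5.91% of the 2060 Mb spanned by chromosomes 1 to 10 in AGPv3. Ear DNS HS segments covered 119.6 ± 0.0360 Mb (SD, n = 2), or 5.81%. The tissues differed by 2.08 Mb, and both tassel replicates lay above both ear replicates (exact permutation test, two-sided p = 0.333). Tassel had more and shorter DNS segments, 663766 ± 35671 (SD, n = 2) with a mean length of 184 ± 10.2 bp, against 588364 ± 9298 (SD, n = 2) with 203 ± 3.15 bp in ear; in the combined RefGen_v5 lists both orders turn, with fewer and longer segments in tassel. LCS segments covered more of the genome in tassel, 184 ± 29.9 Mb (SD, n = 2), than in ear, 139 ± 3.95 Mb (SD, n = 2). The tassel replicates themselves were far apart in LCS, at 205 and 163 Mb, and the combined RefGen_v5 lists of the same libraries hold nearly the same LCS length in both tissues. At bc 3.0 the DNS territory was 40.8 ± 0.415 Mb in tassel and 40.6 ± 0.00809 Mb in ear (SD, n = 2), a difference smaller than the spread between the tassel replicates.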

Based on genomic overlap of HS regions, approximately 67.3% of the accessible genome was shared between tassel and ear (Fig. 1b). 

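In the combined lists, tassel HS covered 119.7 Mb and ear HS 117 Mb, and 78.8 Mb were covered in both. The shared part made up 67.3% of the ear territory, 65.8% of the tassel territory and 49.9% of the 158 Mb covered in either tissue. A tassel and an ear replicate shared 58.0 ± 0.758% of their HS bp (SD, n = 8 ordered pairs of lists). The replicates of 1 tissue shared 61.4 ± 3.07% (SD over 4 directions of 2 comparisons), with 58.7% and 58.8% in tassel and 64.0% and 64.1% in ear. The tassel replicates thus shared about as much with each other as with ear, and the gap of 3.42 points came from ear; it ranged from 0.516 to 6.51 points when 1 replicate was left out. All 4 replicate lists covered 41.4 Mb in common, or 18.7% of the 221.5 Mb covered by any of them, and 85.9 Mb were covered in a single list. HS called in both replicates of a tissue and in neither replicate of the other covered 11.3 Mb in tassel and as much in ear. Combinations of 1 tassel and 1 ear list with no other list covered 7.22 Mb on average, with a range of 7.03 to 7.46 Mb. No test was run on these overlaps, since segments are not replicates.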

If considering genomic space within 2 kb of genes, this increases to 75%. 

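HS near genes was shared between tassel and ear more often than HS far from genes in the RefGen_v5 lists, which cover all chromosomes. There, 78.1 Mb were shared inside protein coding genes or within 2 kb of them, which is 78.2% of the ear HS and 73.9% of the tassel HS in that space. Beyond 2 kb, 59.9% of the ear HS and 55.4% of the tassel HS were shared. Tassel HS covered 37.8% of the space near genes and 7.72% of the space beyond, and ear HS 35.8% and 7.13%. More sharing near genes thus follows in part from the density of HS there, and greater agreement near genes than density gives is not shown. In AGPv3, gene coordinates came from the first 1995 of the 39151 rows of each sheet of Dataset S6, all on chromosome 1 up to position 84080242. In that part of the chromosome, 74.4% of the tassel HS and 68.9% of the ear HS within 2 kb of genes were shared, against 55.1% and 66.8% beyond 2 kb. At bc 3.0 the order held in tassel (53.1% within and 40.3% beyond 2 kb) and turned in ear (49.6% and 50.6%). Both comparisons rest on combined lists and have no replicates.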

The high concordance between tissues was expected given morphological similarities between tassel and ear at the early stage examined here. 

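Many of the peaks listed for 1 tissue alone (Dataset S5) were short. The 185965 tassel-specific peaks, 33.2% of the combined tassel peaks, had a median length of 81 bp against 158 bp for all tassel peaks, and held 16.6% of the tassel HS bp. The 126042 ear-specific peaks, 26.2% of the combined ear peaks, had a median length of 70 bp against 175 bp, and held 10.8% of the ear HS bp. Of the tassel-specific peaks, 43.3% overlapped a DNS segment in both tassel replicates and 36.4% overlapped one in at least 1 ear replicate. Of the ear-specific peaks, 41.8% were called in both ear replicates and 42.3% in at least 1 tassel replicate. Peaks called in both replicates of their own tissue and in no replicate of the other numbered 44475 in tassel (23.9% of the tassel-specific peaks) and 25804 in ear (20.5%).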

Approximately 33% of tassel accessible regions were found only in tassel, and 26% were specific to ear (Additional file 1: Fig. S4; Additional file 6: Dataset S5). We also re-analyzed publicly available MNase-seq data from arial maize seedling tissues [17] using iSeg (Fig. 1a-b). As was reported previously, 1.07% of the genome was MNase HS in the seedling shoot. Approximately 51% of MNase HS in seedling shoot was shared in inflorescence primordia (Fig. 1b).

We next determined the genomic distribution of MNase HS by mapping the midpoint of each region to genic and intergenic features (Fig. 1c; Additional file 1: Table S4). 

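In the part of chromosome 1 with gene coordinates in AGPv3, HS was densest beside genes. The 1 kb upstream of the TSS held 15.4 ± 0.544 DNS segments per 10 kb in tassel and 14.3 ± 0.544 in ear (SD, n = 2). Proximal promoters held 14.2 ± 0.476 in tassel and 13.1 ± 0.639 in ear (SD, n = 2), and gene bodies 10.8 ± 0.443 and 10.9 ± 0.338 (SD, n = 2). From 1 to 2 kb upstream the density was 9.96 ± 0.325 in tassel and 8.77 ± 0.0179 in ear (SD, n = 2). Intergenic space was sparse but favoured tassel, with 2.10 ± 0.127 segments per 10 kb against 1.66 ± 0.00671 in ear (SD, n = 2), or 1.27 times as many. Intergenic segments made up 48.3 ± 0.577% of the tassel segments and 43.3 ± 0.704% of the ear segments, and gene bodies 29.5 ± 0.218% and 33.7 ± 0.366% (SD, n = 2). For the intergenic density, both tassel replicates lay above both ear replicates (exact permutation test, two-sided p = 0.333). In the combined RefGen_v5 lists, the density over 2 kb from genes was higher in ear, at 4.67 against 4.47 in tassel, while the share of that space covered was higher in tassel, at 7.72% against 7.13%.

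**Figure D1:**
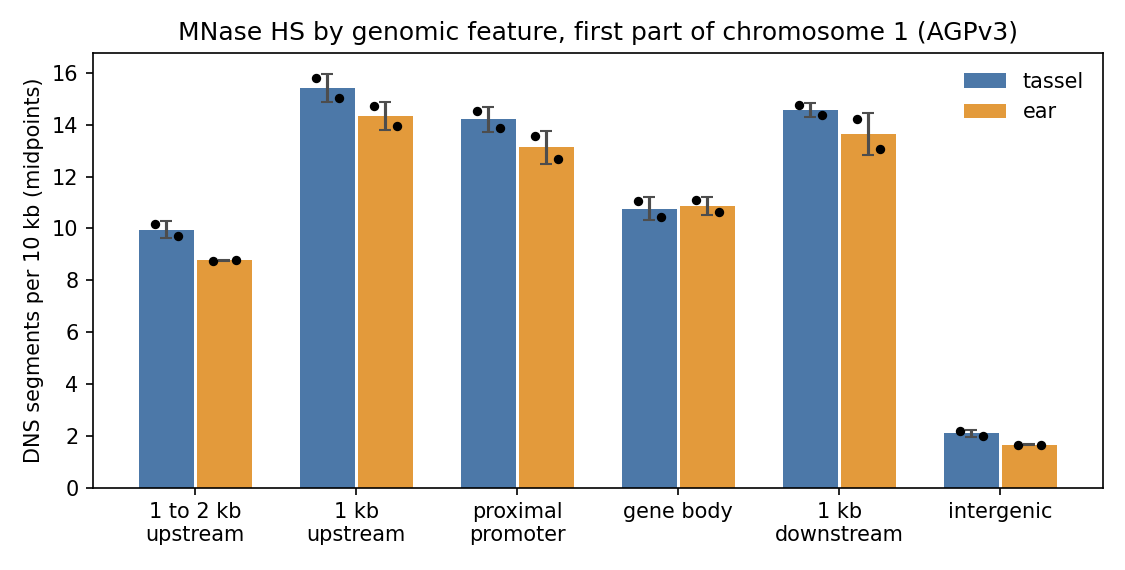
Density of MNase HS by genomic feature. Bars show DNS segments per 10 kb of each feature (mean of 2 replicates, bc 2.0, by segment midpoint) in tassel and ear, error bars the SD and points the replicates; the 1 kb beside genes stands highest in both tissues, at 15.4 in tassel upstream of the TSS, and intergenic space lowest, at 2.10 in tassel and 1.66 in ear.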

We defined the proximal promoter of protein coding genes (PCGs) to include 1 kb upstream and 200 bp downstream from the TSS, which showed higher peak densities compared to within gene body features. 

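The 1 kb downstream of the TTS held 14.6 ± 0.265 DNS segments per 10 kb in tassel and 13.6 ± 0.798 in ear (SD, n = 2) in the part of chromosome 1 with coordinates, above the density in gene bodies in both tissues. The tassel and ear replicates did not overlap at this feature, at 14.4 and 14.8 in tassel and 13.1 and 14.2 in ear (exact permutation test, two-sided p = 0.333). As a share of all segments the order was the opposite, 9.15 ± 0.278% in tassel and 9.70 ± 0.370% in ear (SD, n = 2), and the share of this space covered was 32.1 ± 0.721% and 32.7 ± 0.547% (SD, n = 2). In the combined RefGen_v5 lists, which have no replicates, the space within 1 kb of a gene on either side held 21.5 segments per 10 kb in tassel and 21.0 in ear. Gene bodies held 15.6 and 16.2, and the space from 1 to 2 kb from a gene 13.8 and 13.9.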

Strikingly, high densities of HS were also observed in the 3′ UTR and downstream regions flanking genes (Fig. 1c). While DNS profiles showed similar peak intensities at the TSS and Transcriptional Termination Site (TTS) of genes, densities of LCS were higher at TSSs (Additional file 1: Fig. S5). This indicates that the promoter region of genes is characterized by more non-nucleosomal footprints while downstream flanks are predominantly nucleosome-bound. 

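DNS segments lay at the TSS of most genes in the listed part of chromosome 1 and at the TTS of most, and at both ends of 49.6 ± 0.744% in tassel and 49.7 ± 2.52% in ear (SD, n = 2). Within 200 bp of the TSS, 61.8 ± 0.815% of the 1995 genes had a DNS segment in tassel and 61.0 ± 2.73% in ear (SD, n = 2). Within 200 bp of the TTS the shares were 67.2% in both tassel replicates and 67.3 ± 0.815% in ear (SD, n = 2). LCS segments lay at the TSS of 73.6 ± 3.62% of genes in tassel and 69.1 ± 1.06% in ear (SD, n = 2), and at the TTS of 73.5 ± 5.49% and 71.8 ± 0.142%. In tassel, the LCS shares at the 2 ends differed by less than the spread between replicates. At bc 3.0, LCS segments were more frequent at the TSS, by 5.86 points in tassel and 3.61 points in ear. These are shares of genes with a segment, while the paper plots read density.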

For HS signatures that mapped to intergenic regions, the distance to the nearest PCG was determined. 

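In the part of chromosome 1 with gene coordinates in AGPv3, the median distance from intergenic HS to the nearest protein coding gene was 11.1 ± 0.132 kb in tassel and 9.74 ± 0.471 kb in ear (SD, n = 2). The 2 ear replicates gave 9.41 and 10.1 kb, both under the tassel replicates at 11.0 and 11.2 kb (exact permutation test, two-sided p = 0.333). Within 10 kb of a gene lay 47.5 ± 0.197% of the tassel and 50.6 ± 1.01% of the ear intergenic HS (SD, n = 2). Over all chromosomes, in the combined RefGen_v5 lists, the median distance of HS over 2 kb from a gene was 28.4 kb in tassel and 29.7 kb in ear. Segments shifted along the chromosomes lay farther away, at a mean median of 30.5 kb in both tissues (permutation by 1000 circular shifts, one-sided p = 0.001 in tassel, the smallest they can give, and 0.004 in ear; 0.002 and 0.004 after Benjamini-Hochberg adjustment over both). The order of tassel and ear thus differed between the 2 sets of lists, which differ in build, region and gene table. For distances of up to 50 kb, the range of the paper's Fig. 1d, the RefGen_v5 medians were nearly equal. They were 15.76 kb in tassel and 15.79 kb in ear. The RefGen_v5 lists have no replicates.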

Intergenic HS regions were positioned significantly closer to genes than by random chance in both tassel and ear, however the median distance to genes was significantly smaller in ear (~ 5 kb) than tassel (~ 10 kb; Welch’s *t-test* (*p*-value < 2.2 e^− 16^)) (Fig. 1d). 

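In the listed part of chromosome 1, 64.4% of the 8036 tassel-specific peaks (Dataset S5) had their midpoints in intergenic space, against 46.0% of all combined tassel peaks, and 17.7% lay in gene bodies against 30.8%. Of the 5556 ear-specific peaks, 46.3% were intergenic, against 40.3% of all combined ear peaks. Gene bodies held 35.5% of the ear-specific peaks, the same share as of all ear peaks. Set beside each other, tassel-specific peaks were denser in intergenic space than ear-specific peaks, with 0.734 against 0.365 per 10 kb. In RefGen_v5, of the segments that overlap none of the other tissue, 81.4% in tassel and 81.2% in ear lay over 2 kb from a gene, and 10.3% and 11.9% in gene bodies. Both sets come from combined lists, so these shares have no replicate error.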

Mapping tassel- and ear-specific HS sites accentuated the differences observed in their genomic distributions, with tassel HS enriched in intergenic regions, and ear-specific HS more prominent in gene body features (Additional file 1: Fig. S4, Table S4).

We asked whether the increased tassel-specific accessibility in the intergenic space was associated with transposable elements (TEs). Approximately 85% of the maize genome is made up of TEs, and 50% of the transposon component resides within gene-rich regions of the genome [39, 40]. Based on TE annotations in the maize genome [41], we found enrichment of MNase HS associated with TEs relative to randomized intergenic regions (*p* value < 0.001, permutations *n* = 1000), as previously shown for other tissue types [16, 42]. Notably, there was increased chromatin accessibility associated with retrotransposons in tassel primordia compared to ear (*p* value < 0.001, permutations *n* = 1000; Additional file 1: Fig. S6). This is consistent with early activation of TEs in the male germline as it was recently shown that in tassel primordia, TEs are activated much earlier than was described for Arabidopsis, well before the development of male-specific reproductive organs [43].

### Differential HS in gene promoters reveals regulatory DNA associated with organ-specific expression

Previous work comparing chromatin accessibility in different maize tissues showed that HS in proximal promoters of genes tended to correlate with gene expression [17, 19]. Here, we leveraged publicly available RNA-seq datasets from early tassel and ear primordia comparable with those used for our MNase-seq data [32]. PCGs were divided into three equal groups based on their normalized expression levels in Transcript Per kilobase Million (TPM), and for each group (none-low, mid, and high expression; Additional file 7: Dataset S6), MNase HS was plotted with respect to a consensus promoter region (± 1 kb around the TSS; Fig. 2a). Enrichment of MNase HS was observed in proximal promoters of expressed genes in both tassel and ear, indicating a positive correlation between degree of chromatin accessibility and gene expression level (Fig. 2a; Additional file 1: Fig. S7).

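Highly expressed genes had HS at the TSS more often than weakly expressed ones in both tissues. In tassel, a DNS segment lay within 200 bp of the TSS of 83.4 ± 0.406% of the high, 64.4 ± 0.780% of the medium and 32.4 ± 1.36% of the low expression genes (SD, n = 2). In ear the shares were 82.3 ± 2.11%, 64.4 ± 3.25% and 31.9 ± 2.85% (SD, n = 2). DNS segments covered 601 ± 0.321 bp within 1 kb of the TSS in the high, 472 ± 6.32 bp in the medium and 271 ± 3.32 bp in the low class in tassel, and 614 ± 30.1, 494 ± 23.1 and 292 ± 15.1 bp in ear (SD, n = 2). Each replicate list gave this order of the 3 classes. The classes are the paper's (Dataset S6) and were read for the listed part of chromosome 1, with 697 high, 725 medium and 573 low genes in tassel and 704, 696 and 595 in ear. From this enrichment in the promoters of expressed genes, the paper concludes that the degree of accessibility correlates positively with expression.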

**Fig. 2:**
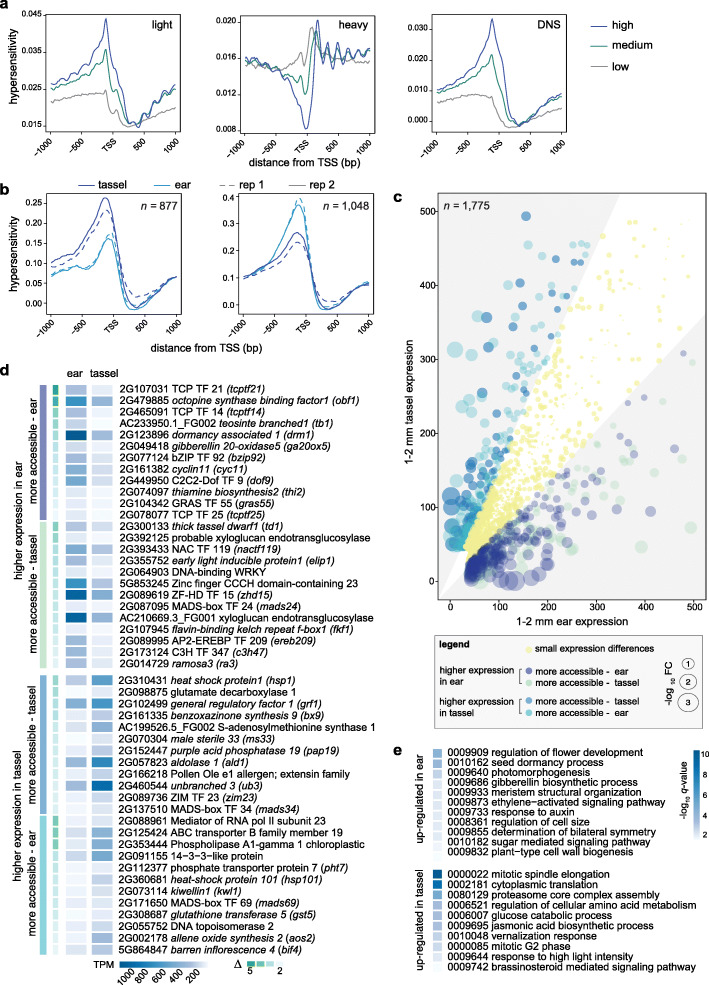
Differential MNase HS and expression changes between tassel and ear. **(a)** MNase HS relative to the TSS of three expression classes of PCGs in tassel. HS is plotted as average read density from the light, heavy and differential (light -heavy) MNase analysis ±1000 bp surrounding the TSS of a composite PCG model divided into 3 tertiles (high, medium and low) based on their TPM values. Results from ear are similar and presented in Fig. S7. **(b)** Distribution of MNase HS around the TSS of 1925 PCGs that were differentially accessible within 500 bp upstream of the TSS (877 showed increased HS in tassel and 1048 in ear). **(c)** Expression profiles of differentially accessible PCGs in tassel compared to ear primordia. Genes are represented as colored bubbles of different sizes (log_10_ fold change of gene expression between the two tissues). Bubble color indicates one of five gene classes as indicated in the legend. Gray areas in the scatterplot represent genes with a fold change difference greater than |1.5|. Genes with expression levels of > 500 TPM (*n* = 150) were excluded from the visualization. **(d)** A subset of differentially regulated PCGs and their expression profiles are grouped in four classes: more accessible and higher expression in tassel, more accessible and higher expression in ear, more accessible and lower expression in tassel, and more accessible and lower expression in ear. Genes are listed in descending order by their delta value, which represents the degree of differential accessibility in the immediate proximal promoter. Functional annotations are based on information at MaizeGBD. **(e)** Subset of GO categories overrepresented among differentially accessible PCGs that showed gene expression changes between tassel and ear

We expect chromatin accessibility to be highly dynamic during meristem development and organogenesis. Genes that control meristem determinacy are largely expressed in both tassel and ear, but it is the precise regulation of these genes that fine-tune developmental processes that lead to subtle morphological differences. By defining differential promoter accessibility and/or usage coupled to gene expression changes, we hope to resolve tissue-specific regulatory differences that underlie variation in branching, or meristem determinacy, between tassel and ear. We asked whether differential degrees of HS in proximal promoters of genes between tassel and ear translated to differential expression. Based on a set of criteria described in the Methods, a differential DNS analysis was performed for promoters of PCGs (500 bp directly upstream of the TSS). This revealed 1925 genes with differential accessibility in their immediate proximal promoters; 877 showed increased HS in tassel and 1048 in ear (Fig. 2b; Additional file 8: Dataset S7). 

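The promoters that Dataset S7 lists as more open in tassel were covered by more tassel HS in every replicate. Over the 70 such genes with AGPv3 coordinates, DNS segments covered 338 ± 23.0 bp of the 500 bp upstream of the TSS in tassel and 207 ± 33.1 bp in ear (SD, n = 2). The 65 genes listed as more open in ear had 335 ± 8.64 bp in tassel and 429 ± 20.2 bp in ear (SD, n = 2). Both tassel replicates exceeded both ear replicates at 40 of the 70 tassel genes and the reverse held at 2, while both ear replicates were higher at 32 of the 65 ear genes and the reverse held at 0; chance gives 16.7%. Among the largest differences were GRMZM2G070716, a subunit of mitochondrial NADH dehydrogenase (chromosome 1, 25369427 to 25371593), with 345 and 259 bp in tassel and 0 bp in both ear replicates, and GRMZM5G863656, a 40S ribosomal protein gene (chromosome 1, 22936909 to 22937586), with 279 and 255 bp against 0 bp. In the other direction, GRMZM2G131853, a shaggy-related protein kinase gene (chromosome 1, 80195515 to 80200074), had 74 and 0 bp in tassel and 369 and 238 bp in ear. For both sets the tissue means were as far apart as 2 replicates against 2 can show (exact permutation test, two-sided p = 0.333). The study chose these genes on these samples, so their direction is not independent evidence. AGPv3 coordinates came from the listed part of chromosome 1 and from the genes nearest to trait-associated SNPs (Dataset S14). In the combined RefGen_v5 lists the ear set had 19.8 bp more HS in tassel within 500 bp of the gene, less than the 47.6 bp of random lists matched on coverage.

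**Figure D2:**
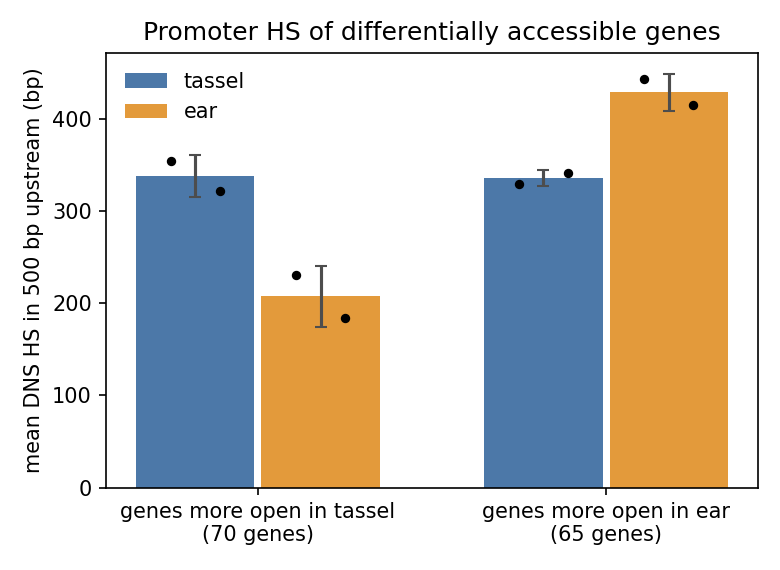
Promoter HS of differentially accessible genes. Bars show the mean bp of the 500 bp upstream of the TSS covered by DNS segments in tassel and ear, over the 70 genes listed as more open in tassel and the 65 listed as more open in ear that have AGPv3 coordinates, with the SD of 2 replicates as error bars and the replicates as points; tassel stands higher in the first set (338 against 207 bp) and ear in the second (429 against 335 bp).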

Expression levels of these genes were plotted (tassel relative to ear), and classified based on the degree and direction of expression change with respect to promoter accessibility (Fig. 2c; Additional file 8: Dataset S7). Approximately 41% (794) showed substantial expression differences between tassel and ear, including direct correlations with chromatin accessibility as well as anti-correlated trends (Fig. 2c). 

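The gene with the largest promoter difference towards tassel among those with AGPv3 coordinates was ereb40 (GRMZM2G166445, chromosome 1, 12496033 to 12497816, minus strand), of the AP2/ERF transcription factor family. DNS segments covered 493 and 500 bp of its 500 bp upstream in the tassel replicates and 191 and 55 bp in the ear replicates, while the paper's expression values are higher in ear (243 TPM in tassel and 436 TPM in ear). GRMZM2G070442, annotated as UPSTREAM OF FLC, had 500 and 394 bp in tassel against 231 and 117 bp in ear, and also has the higher paper value in ear (130 and 338 TPM). GRMZM2G099598, a probable serine/threonine-protein kinase gene, was covered at 363 and 250 bp in tassel against 43 and 0 bp in ear, and its paper value is higher in tassel (96.8 and 56.7 TPM). At pdlp1 (GRMZM2G066860) ear promoters had 500 and 124 bp against 0 and 89 bp in tassel, and the paper value is higher in ear (38.7 and 63.0 TPM). Each named gene has both replicates of 1 tissue above both of the other, which is the rule by which it was named.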

The latter could be indicative of repressor binding and this was observed for approximately half of the genes. 

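Of the paper's 794 genes with an expression difference (Dataset S7), 403 go against their accessibility, namely 228 more open in tassel and higher in ear and 175 more open in ear and higher in tassel. An example of the second kind is aos2 (GRMZM2G002178, chromosome 1, 28926395 to 28928612, plus strand), which encodes an allene oxide synthase of jasmonate synthesis. Its 500 bp upstream held 77 and 297 bp of DNS HS in the tassel replicates and 319 and 431 bp in the ear replicates, while the paper's value is 236 TPM in tassel and 24.4 TPM in ear. In the combined RefGen_v5 lists, 836 of the 1000 bp on both sides of aos2 were covered in tassel and 598 bp in ear. That region includes the downstream side, so it does not show a reversal at the promoter. In the combined AGPv3 lists, the 500 bp upstream held 304 bp in tassel and 485 bp in ear. The 2 kb downstream held 147 bp in tassel and 0 bp in ear. GRMZM2G152925, a cytochrome c oxidase subunit gene, had 0 and 234 bp in tassel and 406 and 352 bp in ear, with paper values of 58.3 and 37.6 TPM. GRMZM2G157329, a THO complex subunit gene, is of the first kind, with 162 and 313 bp in tassel, 0 bp in both ear replicates, and paper values of 55.2 and 87.9 TPM. The paper proposes repressor binding for such genes.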

The rest showed little differences in expression between organs despite the differential accessibility in the immediate promoter and could reflect poised transcriptional complexes, for example.

Among the differentially regulated genes (i.e., differential accessibility in the proximal promoter and altered gene expression between tassel and ear) were 112 TFs, including multiple members of TF families implicated in meristem development and organogenesis (Fig. 2d; Additional file 1: Fig. S8). 

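Of the 49 genes of Fig. 2d, 40 were matched to the RefGen_v5 gene table by identifier, and DNS HS within 500 bp on either side of the gene was higher in tassel at 29 of them and in ear at 11; tb1, placed by symbol alone, is not among the 40 and was higher in ear. On average 845 of the 1000 bp were covered in tassel and 727 bp in ear. Over all 33681 protein coding genes the tassel list also covered more, 599.8 against 552 bp. The tassel excess of the Fig. 2d genes lay at percentile 99.9 of 10000 random gene lists of the same size matched on mean coverage. By LCS the same genes were split, with 15 higher in tassel, 19 in ear and 6 equal. Over all genes LCS was higher in tassel at 12111 and in ear at 19785. Relative to random matched lists, the Fig. 2d genes thus leaned to tassel by LCS too, at percentile 94.3. The MADS-box gene mads34 (GRMZM2G137510) had 976 bp in tassel and 636 bp in ear, and ereb209 (GRMZM2G089995), an ERF gene, 802 and 619 bp. The zinc finger homeodomain gene zhd15 (GRMZM2G089619) had 945 and 911 bp, and the bZIP gene obf1 (GRMZM2G479885) 973 and 997 bp. The paper chose these genes on these samples and the RefGen_v5 lists are combined lists. The percentiles thus describe these lists and are not independent evidence.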

The majority of these differentially regulated TFs were more highly expressed in ear primordia, which were enriched for members of ZF-HD (*q* = 7.67e-04), GRF (*q* = 1.19e-02), GRAS (*q* = 4.19e-02), ERF (*q* = 5.67e-02) and TCP (Teosinte branched/Cycloidea/PCF; *q* = 5.67e-02) families. The latter included five differentially regulated family members including *tb1* (AC233950.1_FG002), a class II TCP that is well known for its function in repressing shoot branching in maize [44]. 

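The tb1 gene lies on chromosome 1 of RefGen_v5 from 272330844 to 272332595. Within 500 bp on either side of it, DNS HS covered 886 of 1000 bp in tassel and 993 bp in ear, and LCS segments covered 782 and 997 bp. Over 2 kb on the lower-coordinate side, DNS HS covered 1362 bp in tassel and 1600 bp in ear, and on the other side 1979 and 1972 bp. These are combined lists with no replicates, and the gene table gives no strand, so both flanks are reported.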

Consistent with a function for *tb1* in repressing branching in ears, there was increased accessibility in its promoter and much higher expression in ear primordia (Fig. 2d). The other four TCPs (GRMZM2G078077, GRMZM2G107031, GRMZM2G445944, GRMZM2G465091) are of the class I type of TCP TFs. Class I TCPs have been generally less studied for their roles in development, however, several members have been shown to control aspects of cell division and differentiation [45]. 

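Besides tb1, 2 of the 4 class I TCP genes could be placed in RefGen_v5. At tcptf25 (GRMZM2G078077, chromosome 4, 150805805 to 150806855), LCS segments covered 955 of the 1000 bp flanking the gene in tassel and 1000 bp in ear, and DNS HS 851 and 628 bp. At tcptf4 (GRMZM2G445944, chromosome 5, 225036558 to 225037601), LCS segments covered 597 bp in tassel and 866 bp in ear, and DNS HS 432 and 489 bp. The other class I members, GRMZM2G107031 and GRMZM2G465091, were not matched and are not analysed here.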

All five TCPs showed strikingly higher expression in ears and notable increases in promoter accessibility.

We performed functional enrichment analysis on differentially regulated genes using Gene Ontologies (GO) based on maize-Gamer [46] annotations. Functional categories overrepresented among genes that were up-regulated in ear primordia included biological processes related to flower development and organogenesis (e.g., GO:0009909: regulation of flower development; *q* = 4.1e-05, GO:0009933: meristem structural organization; *q* = 8.73e-03, GO:0008361: regulation of cell size; *q* = 1.12e-02) (Fig. 2e; Additional file 8: Dataset S7). In addition to *tb1*, other classical maize genes known to repress branching and/or promote meristem determinacy were in this class, e.g. *dormancy associated 1* (*drm1*), *ramosa 3* (*ra3*) [47] and *thick tassel dwarf* (*td1*) [48] (Fig. 2d). 

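In the combined RefGen_v5 lists, td1 and ra3 had more HS in tassel than in ear. DNS HS covered 921 of the 1000 bp flanking td1 (chromosome 5, 63488543 to 63492259), a leucine-rich repeat receptor gene of the meristem, in tassel and 477 bp in ear. For ra3 (chromosome 7, 175982695 to 175987202), a trehalose phosphate phosphatase gene, 650 bp were covered in tassel and 317 bp in ear. Both are in the class of Dataset S7 that is more open in tassel and higher in ear, with paper values of 92.8 and 177 TPM for td1 and 56.8 and 203 TPM for ra3 in tassel and ear. Of 14 matched genes of branching and determinacy, a list fixed before the data were examined, 4 had more flanking DNS HS in tassel and 10 in ear, with means of 692 and 694 bp. That difference lay at percentile 9.21 of random matched lists, so no lean relative to other genes is shown. Of 10 matched genes of meristem maintenance, td1 among them, 7 had more in tassel and 3 in ear, with means of 807 and 612 bp and percentile 99.7. At 1 kb flanks and 200 bp inside the gene, the percentile of the meristem maintenance list was 84.0, and drm1 was not matched.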

Increased transcription of these genes is consistent with a determinacy program being imposed on axillary meristems in the ear compared to tassel; the latter produces indeterminate branch meristems at this early stage of development.

In contrast, differentially regulated genes with higher expression in tassel primordia tended to be involved in cell growth processes including translation (GO:0002181: cytoplasmic translation; *q* = 6.26e-10), protein synthesis and turnover, and sugar metabolism (GO:0006007: glucose catabolic process; *q* = 4.4e-04) (Fig. 2d,e; Additional file 8: Dataset S7). This could be related to increased protein and energy metabolism required for outgrowth of indeterminate branch meristems. Interestingly, distinct hormone pathways appear to be differentially regulated in tassel and ear. Auxin, ethylene and GA-related pathway components tend to be up-regulated in ear, while genes involved in JA and BR synthesis and signaling are up-regulated in tassel (Fig. 2d,e).

### MNase HS signatures predict TF binding sites to footprint level resolution

To test whether HS sites called from LCS are a proxy for TF binding, we overlaid ChIP-seq data generated from comparable inflorescence tissue for two developmental regulators; KNOTTED 1 (KN1), a homeodomain TF that regulates maintenance of all plant meristems [36], and FASCIATED EAR 4 (FEA4), a bZIP TF that regulates meristem size [35]. More than 90% of KN1 and FEA4 high confidence ChIP-seq peaks overlapped with the MNase HS sites, and approximately 97% of sites co-bound by KN1 and FEA4 were accessible (Fig. 3a; Additional file 1: Fig. S9). It was previously shown that KN1 and FEA4 TFs co-occupy many sites during early maize inflorescence development to regulate lateral organ initiation [35] and we expect co-bound regions to be regulatory. 

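Most KN1 and FEA4 peaks in proximal promoters overlapped an LCS segment by at least 1 bp at bc 2.0. In tassel, 98.6% and 97.4% of the 1391 KN1 peaks overlapped LCS segments of the replicates, and in ear 97.1% in both replicates. Of the 436 FEA4 peaks, 94.7% and 94.0% did so in the tassel replicates and 92.4% and 90.6% in the ear replicates. Peaks co-bound by both factors overlapped LCS segments of the combined lists of either tissue in 99.5% of cases. That share held for the 184 co-bound KN1 peaks and for the 186 co-bound FEA4 peaks. In the same combined lists, all KN1 peaks also reached 99.5% and all FEA4 peaks 97.2%. Co-bound KN1 peaks thus did not stand above KN1 peaks as a whole there. Shifting the peaks along the chromosomes gave mean overlaps of 33.0% and 25.4% for KN1 in tassel, 19.2% and 22.2% in ear, and 13.7% to 23.0% for FEA4 (permutation by 1000 circular shifts, one-sided p = 0.001 in each of the 8 comparisons, also after Benjamini-Hochberg adjustment; the smallest they can give). At bc 3.0 fewer peaks overlapped, with 92.1% and 92.5% for KN1 in the tassel replicates and 88.5% and 86.4% in the ear replicates. For FEA4 the bc 3.0 shares were 85.6% and 85.3% in tassel and 78.4% and 73.9% in ear. The peaks used are those of Dataset S8, which lists bound promoters, so distal peaks are left out and gene-rich positions favour overlap. With this overlap the paper tests whether HS called from LCS can stand in for TF binding, and proposes that it can.

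**Figure D3:**
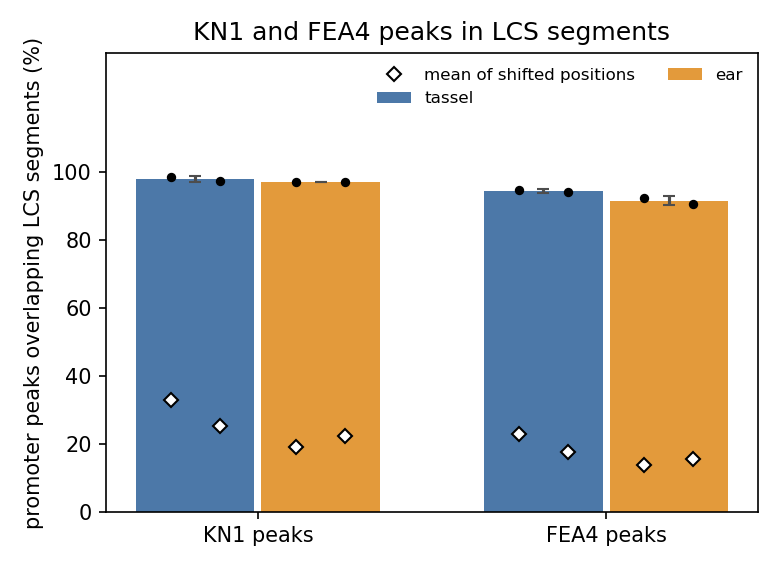
Share of promoter KN1 and FEA4 peaks that overlap LCS segments. Bars show the mean of 2 replicates (bc 2.0, overlap of 1 bp or more) in tassel and ear with the SD, points the replicates, and diamonds the mean of 1000 circular shifts in each list; all observed shares are above 90.5% and all shifted means under 33.1%.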

Genes co-bound by KN1 and FEA4 in their proximal promoters showed stronger and broader MNase HS signatures than those bound by either TF alone, consistent with highly accessible promoters occupied by multiple TFs (Fig. 3b and Additional file 1: Fig. S9; Additional File 9: Dataset S8). 

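Co-bound genes had the broadest LCS coverage. Within 1 kb either side of the peak centre, LCS segments covered 1006 ± 57.2 bp in tassel at the 189 co-bound genes, 885 ± 76.7 bp at the 1221 genes bound by KN1 and 855 ± 84.0 bp at the 246 genes bound by FEA4 (SD, n = 2 replicates). In ear the values were 899.97 ± 60.5 bp, 814 ± 50.1 bp and 728 ± 31.8 bp (SD, n = 2). The excess of co-bound genes over KN1 genes was 121 ± 19.6 bp in tassel and 86.3 ± 10.4 bp in ear, and over FEA4 genes 151 ± 26.8 bp and 172 ± 28.7 bp (SD, n = 2). The excess was positive in each of the 8 comparisons by replicate, and the largest p was 0.00175, for KN1 genes in ear replicate 2 (permutation across genes, 100000 resamples, two-sided; also 0.00175 after Benjamini-Hochberg adjustment over the 8). Genes are not independent replicates. The centre is the KN1 peak midpoint at co-bound and KN1 genes and the FEA4 peak summit at genes bound by FEA4. The paper plots read density around a consensus TSS, so both the measure and the centre differ here. The paper proposes that co-bound promoters are highly accessible and occupied by several TFs.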

Accessible intergenic sites that are co-bound by these TFs are potential long-range transcriptional regulators. For example, FEA4 and KN1 co-bound an accessible region that aligned with a known enhancer element ~ 65 kb upstream of *tb1* (Fig. 3c). 

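On the lower-coordinate side of tb1 in RefGen_v5, the 10 kb from 60 to 70 kb away (chromosome 1, 272260844 to 272270843) held 4055 bp of DNS HS in tassel and 3971 bp in ear. LCS segments covered 5458 bp there in tassel and 5619 bp in ear, and the longest single DNS segments were 1075 and 882 bp. At the same distance on the other side of the gene, DNS HS covered 505 bp in tassel and 142 bp in ear. From 15 to 25 kb on the lower-coordinate side it covered 428 and 849 bp. KN1 and FEA4 binding at this site was not analysed here, and the lists have no replicates.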

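The homeobox gene gn1 (GRMZM2G452178) lies on chromosome 2 of AGPv3 from 237298075 to 237304344 on the plus strand. In the 3000 bp from 5 to 8 kb upstream (237290075 to 237293074), DNS HS covered 1107 and 1522 bp in the tassel replicates and 1368 and 1134 bp in the ear replicates. These are means of 1314.5 ± 293 bp and 1251 ± 165 bp (SD, n = 2), closer to each other than the replicates of either tissue. LCS segments covered 2075 and 727 bp in tassel and 1509 and 1257 bp in ear, and 4 footprints were called there in each tissue. Seedling shoot lists were not analysed here.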

Another co-bound region 6 kb upstream of the *gnarley 1* (*gn1*) homeobox locus was accessible only in inflorescence tissue (Fig. 3c).

**Fig. 3:**
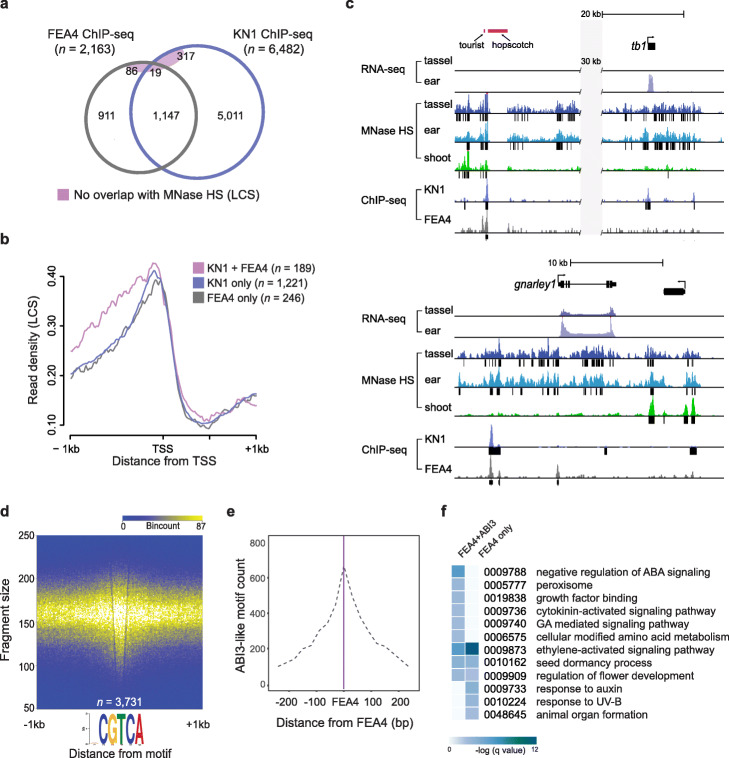
MNase HS as a proxy for TF-DNA binding. **(a)** Overlap of high confidence peaks from FEA4 and KN1 ChIP-seq experiments with MNase HS regions based on LCS data. Less than 2 % of co-bound sites and 6 % of all sites do not overlap MNase HS. **(b)** Read density (reads per million) of LCS are plotted around a consensus TSS of genes bound by KN1 and/or FEA4. Genes co-bound by both TFs in the proximal promoter show a wider range of accessibility. Data are shown for tassel; similar profiles are shown for ear presented in Fig. S9. **(c)** Examples of intergenic MNase HS sites in tassel, ear, and/or shoot that are co-bound by KN1 and FEA4: a known enhancer element 65 kb upstream of *tb1,* and a site 6 kb upstream of the *gnarley 1* (*gn1*) locus. **(d)** Fragment densities from the light MNase digest plotted around high-confidence FEA4 ChIP-seq peaks show strong enrichment at the consensus FEA4 binding motif. **(e)** Density of ABI3-like motifs were plotted in relation to experimentally validated FEA4 binding sites. The ABI3-like motif was discovered by mining HS regions called by iSeg that overlapped consensus FEA4 binding sites. ABI3-like motifs are most densely positioned within 50 bp of FEA4 motifs. **(f)** GO terms overrepresented among genes within 1 kb of FEA4-ABI3-like motif modules (ABI3-like motifs within 50 bp of FEA binding sites) and compared with genes within 1 kb of random FEA4 motifs of equal number

To further test whether density of MNase small fragments could locate TF binding sites, we mined sequences under 2163 high-confidence FEA4 ChIP-seq peaks that overlapped with MNase HS. We resolved a consensus FEA4 motif (NCGTCA; *p* = 1.3e-183). Density plots of LCS showed high enrichment centered around FEA4 motifs in both tassel and ear (Fig. 3d; Additional file 1: Fig. S9). We next used the iSeg-defined regions overlapping the FEA4 motifs to computationally screen for other known TF binding motifs enriched around FEA4 binding (Additional file 1: Fig. S10). Multiple Em for Motif Elicitation (MEME) was used to identify de novo motifs, which were compared to experimentally validated plant Position Weight Matrices (PWMs) to define best matches. In addition to the FEA4 (bZIP) motif itself and KN1, we identified a highly overrepresented motif that matched an experimentally validated binding site for a plant B3-domain TF, Abscisic Acid Insensitive (ABI) 3, based on two different motif scanning methods (Additional file 1: Fig. S10). This motif was present within 70% of the FEA4 binding site regions. Distribution of this motif relative to FEA4 binding showed strong enrichment within 50 bp (Fig. 3e; Additional file 10: Dataset S9). Functional enrichment analysis of genes proximal (within 1 kb) to FEA4-ABI3-like *cis*-element modules (the two motifs within 50 bp of each other) showed overrepresentation of GO terms related to ABA-related signaling, e.g., negative regulation of abscisic acid-activated signaling pathway (GO:0009788; *q* = 1.84e-03) and seed dormancy process (GO:0010162; *q* = 0.02), and other hormone pathways such as ethylene activated signaling (GO:0009873; *q* = 0.002) compared to genes flanking a random set (*n* = 1039) of FEA4 motifs (Fig. 3f; Additional file 10: Dataset S9). This suggests potential functional significance of a FEA4 regulatory interaction with an ABI3-like B3-domain TF to control a particular suite of genes, possibly in a combinatorial way.

The average size of HS regions called from the small fragment data was 165 bp. 

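LCS segments at bc 2.0 had a mean length of 129 ± 3.38 bp in tassel and 143 ± 11.7 bp in ear (SD, n = 2). Their medians were 115.5 ± 4.95 bp and 118 ± 4.24 bp (SD, n = 2), so the medians of the tissues differed by less than the SD of either. In the combined lists, called on the pooled reads of both replicates, segments were longer, with a mean of 171 bp in tassel and 161 bp in ear and a mean over both tissues of 165.9 bp.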

We asked whether we could refine putative TF footprints within these regions by mapping just the midpoints of the LCS. Theoretically, the mid-point of these read fragments would be most protected from MNase activity by a TF binding to DNA. We used iSeg to call footprints based on read density at midpoints. At a stringent bc 4.0 threshold, an average of ~ 350,000 footprints were called in tassel and ear with a median size of 21 bp (Additional file 11: Dataset S10), which constituted less than 0.01% of the maize genome. 

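Tassel had 529910 footprints and ear 156340, a mean of 343125. The tassel footprints were shorter, with a median of 18 bp against 24 bp in ear and 20 bp over both lists together. They covered 9.97 Mb in tassel, or 0.484% of the spanned genome, and 4.13 Mb in ear, or 0.200%. Of the tassel footprints, 96.8% lay in combined LCS segments and 59.4% in DNS segments, and of the ear footprints 99.8% and 88.1%. Per Mb of LCS segments there were 2714 footprints in tassel and 1159 in ear. Only 14.5% of the tassel footprints overlapped an ear footprint, while 47.6% of the ear footprints overlapped a tassel footprint. An LCS segment of both replicates overlapped 65.6% of the tassel footprints and 91.1% of the ear footprints. Footprints themselves were called once per tissue on pooled reads, so their numbers have no replicates.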

Alignment with FEA4 binding sites was statistically significant (*p* = 0.001, 1000 iterations; Additional file 1: Fig. S11).

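FEA4, a bZIP transcription factor of meristem size, had 72 of its 436 promoter peak summits inside a tassel footprint (16.5%) and 38 inside an ear footprint (8.72%). Shifted summits fell in footprints in 0.481% of cases in tassel and 0.206% in ear, so the observed shares were 34.4 and 42.2 times higher (permutation by 1000 circular shifts, one-sided p = 0.001 in both tissues, the smallest they can give). Among positions drawn within LCS segments the excess was smaller, 3.73-fold in tassel and 3.82-fold in ear (permutation, one-sided p = 0.001 in both). Those positions came from LCS segments anywhere on the same chromosome, not from promoters alone. The share in footprints was not highest at the summit: it was 20.2% at 25 bp beside it in tassel and 9.63% at 75 bp in ear. At 500 bp it was 2.98% and 4.13% on the 2 sides in tassel and 1.83% on both in ear. An excess at the FEA4 site over the open promoter around it is thus not shown. Footprints covered on average 35.2 bp within 100 bp of the FEA4 summits in tassel and 16.6 bp in ear. Midpoints of KN1 peaks behaved alike, with 250 of 1391 inside a tassel footprint (18.0%) and 149 inside an ear footprint (10.7%). The paper states that footprints and FEA4 sites align beyond chance.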

We next performed motif enrichment analysis within the footprints to predict candidate TF binding that drives suites of differentially regulated genes between tassel and ear primordia (Fig. 2c). For genes that showed an expression change between tissues and increased promoter accessibility in tassel or ear, footprints within 2 kb upstream and 200 bp downstream of the TSS, and 1 kb downstream of the TTS, were mined for de novo motifs using Discriminative Regular Expression Motif Elicitation (DREME) [49]. PWMs of highly enriched motifs were matched against the JASPAR database of known plant TF binding sites (http://jaspar.genereg.net/). Genes that showed increased promoter accessibility in tassel were highly enriched for ERF and ARF TF motifs, while those that were more accessible in ear were enriched for WRKY, C2H2 zinc finger, TCP and MYC elements (Fig. 4; Additional file 1: Table S5). The five TCP TFs that were up-regulated in ear primordia (Fig. 2d) all had multiple occurrences of the predicted TCP motif (RGCCS), suggesting regulation of individual TCPs by each other and/or other family members (Fig. 4a-b). We also scanned all mapped footprints in tassel and ear for the 21 experimentally validated TCP PWMs that exist in JASPAR plant (Additional file 1: Table S6). We found TCP binding sites overall were more enriched in ear HS footprints compared to tassel, and that PWMs associated with TCP23 and TCP15 from Arabidopsis were most highly enriched.

**Fig. 4:**
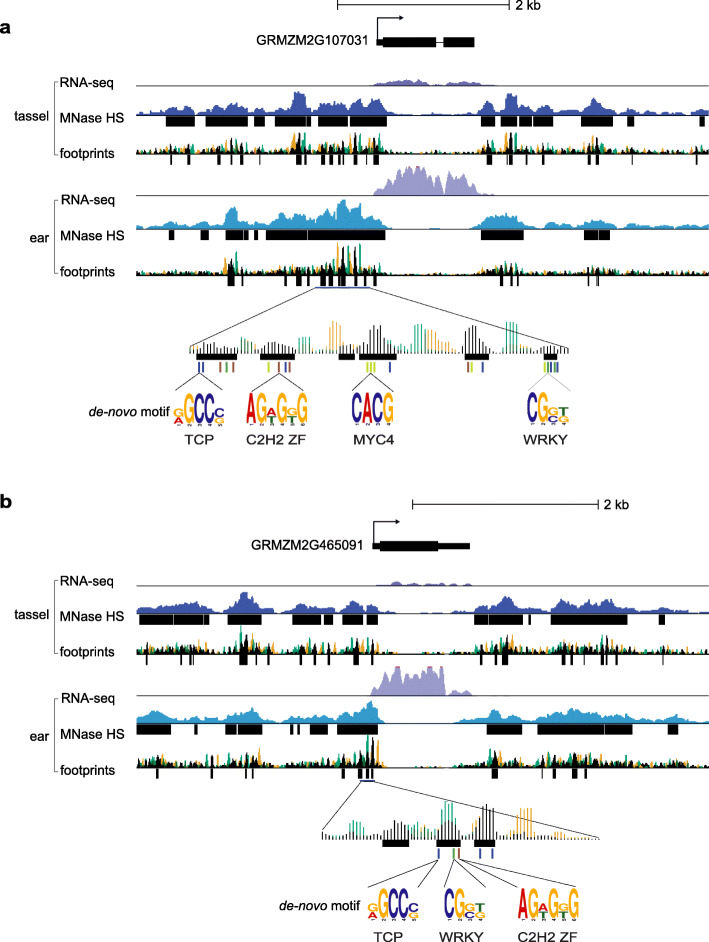
CP TFs up-regulated in ear primordia harbor TCP binding motifs in promoter footprints. Genomic regions are shown surrounding two class I TCP TFs that were up-regulated in ear primordia compared to tassel. For **(a)** GRMZM2G107031 and **(b)** GRMZM2G465091, RNA-seq data show enhanced expression in ear, with increased MNase HS. MNase footprint regions were called by mapping fragment center hotspots, shown in black. The 5′ (green) and 3′ (orange) fragments ends are also indicated. Four motifs (TCP, C2H2. MYC4, WRKY) were significantly enriched in footprints in promoters of genes up-regulated in ear primordia and are color-coded

### Long non-coding RNAs associate with accessible chromatin in inflorescence primordia and mark putative distal regulators

In addition to enrichment of MNase HS at the proximal 5′ and 3′ ends of PCGs, we observed numerous intergenic accessible regions greater than 2 kb away, but largely within 10 kb of genes (Fig. 1d). Based on our knowledge of gene regulation in other systems, at least some of these distal accessible regions may mark enhancers or other long-range regulators of gene expression. Reports in both animal and plant systems have linked enhancers with transcription of long non-coding RNAs (lncRNAs), which have been shown to control distal gene expression in various ways [50–52]; e.g., aiding chromatin looping to modulate expression of adjacent or distant PCGs [53–55].

Since lncRNAs are highly context-specific, we cataloged the spatiotemporal expression of lncRNAs in maize inflorescence primordia to i) investigate their association with intergenic HS chromatin signatures and ii) to extend our regulatory maps for tassel and ear development. We used a pipeline described by De Quattro et al. (2017) [56] to annotate these lncRNAs by re-analyzing RNA-seq data from a developmental series of tassel and ear primordia stages [32]. We identified 2679 high-confidence lncRNAs derived from 2520 unique loci (Fig. 5a; Additional file 1: Figs. S12 and S13; Additional file 12: Dataset S11; Additional file 13: Dataset S12). These lncRNAs showed spatiotemporal expression differences during tassel and ear development, with expression generally most prominent in undifferentiated inflorescence meristem (IM) tissue at the earliest stages of development (Fig. 5a). We used the Shannon Entropy (SH) calculation [57] to determine spatiotemporal specificity of lncRNA expression across early tassel and ear development (Additional file 1: Fig. S13). A subset of lncRNAs (*n* = 52) was specifically expressed in a particular meristem type or developmental stage (SH ≥ 0.6; Additional file 1: Fig. S14), while the majority were dynamically expressed throughout inflorescence development (SH ≤ 0.2).

**Fig. 5:**
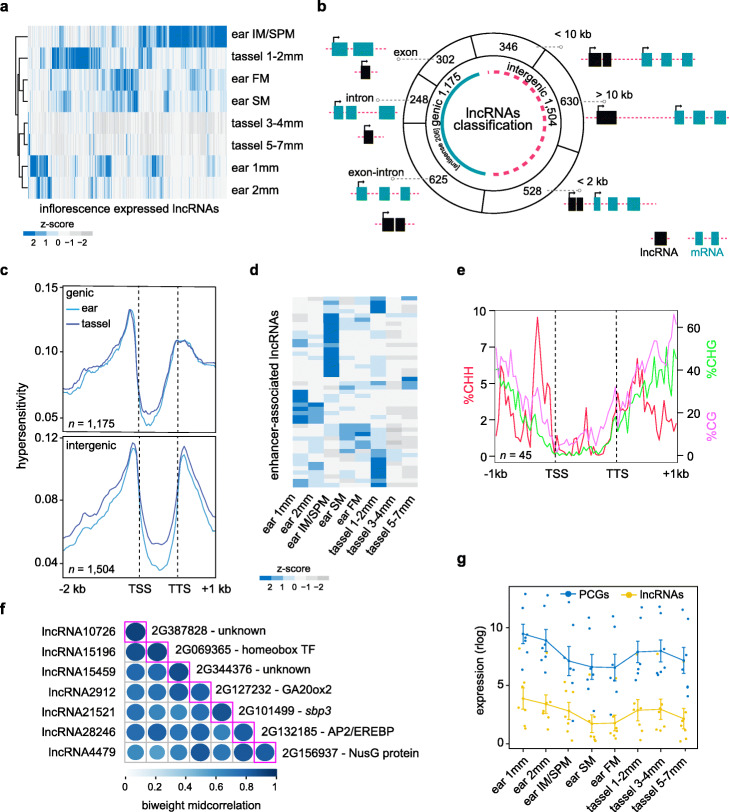
A catalog of long non-coding (lnc) RNAs expression during early maize inflorescence development. **a** Expression profiles (plotted as normalized z-score) for 2679 lncRNAs across different stages of ear and tassel development. Euclidean distance was computed across rows (lncRNAs) and columns (tassel and ear developmental stages), and data were hierarchically clustered using the maximum linkage method. **b** The various classifications of lncRNAs used in this study, including their positions relative to PCGs. **c** MNase HS profiles across a composite genic and intergenic lncRNA model show highest densities around the TSS and TTS, similar to PCGs. **d** Expression profiles (plotted as normalized z-scores) during early ear and tassel development of lncRNAs that overlapped putative enhancer loci identified from maize leaf and husk tissue (enhancer-associated intergenic lncRNAs) [16]. **e** Context-specific methylation profiles plotted across a composite lncRNA model based on 45 enhancer-associated intergenic lncRNAs. CHH (red) methylation is plotted on the left, and CG (purple) and CHG (green) methylation on the right. **e** A representative co-expression module of lncRNA and PCG pairs located in a genomic window of < 2 kb. The diagonal axis indicates the co-expression value between each lncRNA and PCG pair expressed as the biweight midcorrelation. **f** Expression values of the seven lncRNA-PCG pairs within the module in (e). Dots represent the rlog values of lncRNAs (yellow) and PCGs (blue), and the line indicates the average expression level

LncRNAs were classified as genic or intergenic. Based on overlap with known gene features, genic lncRNAs were further divided into exonic-, intronic- and exon-intron-lncRNAs (Fig. 5b). Intergenic lncRNAs were classified based on relative distance from the closest annotated PCG and assigned to one of three bins: ≤ 2 kb, ≤ 10 kb, or > 10 kb from the gene. We also annotated antisense lncRNAs that overlapped gene models based on intron-exon splice junctions derived from the genome-guided transcriptome reconstruction (see Methods; Additional file 14: Dataset S13). Since polyadenylated lncRNAs share biochemical features with coding mRNAs [58], we evaluated their exon number, transcript length, mean expression and spatiotemporal expression profiles. Sixty-seven percent of lncRNAs were unspliced (single exon) and these had a median length of 387 bp and showed a range of expression, including some that were highly expressed (Additional file 1: Fig. S13). Both genic and intergenic lncRNAs showed strong enrichment of MNase HS at TSSs and TTSs, similar to PCGs (Fig. 5c) and consistent with what has been shown in mammalian systems [59].

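DNS HS marked the ends of lncRNAs more than their middles in both tissues. For the 1043 genic lncRNAs of at least 300 bp, 43.3 ± 0.475% of the 100-bp windows at the ends overlapped a DNS segment in tassel and 45.6 ± 1.29% in ear, against 27.7 ± 2.31% and 27.9 ± 0.0678% of the windows at the middle (SD, n = 2). Intergenic lncRNAs (1047) had 38.1 ± 0.101% at the ends in tassel and 40.2 ± 0.777% in ear, against 25.0 ± 1.35% and 23.6 ± 1.55% at the middle (SD, n = 2). Antisense lncRNAs (201) had 37.9 ± 1.23% against 28.4 ± 0.704% in tassel and 41.4 ± 2.29% against 33.1 ± 0.352% in ear (SD, n = 2). Among the 1413 lncRNAs with a strand, 46.7 ± 0.100% had HS at the TSS in tassel and 41.9 ± 1.60% at the TTS, and in ear 48.6 ± 1.45% and 44.6 ± 0.150% (SD, n = 2). The end windows were covered 4.36 to 5.85 times as often as shifted windows over the 12 combinations of class and replicate list (permutation by 1000 circular shifts, one-sided p = 0.001 in each, also after Benjamini-Hochberg adjustment over the 12; the smallest they can give). That test sets lncRNA ends against the rest of the genome and not against the middles; the step from middle to ends was positive in all 12 combinations and was not tested itself. From the profile the paper draws a parallel to protein coding genes and to mammalian lncRNAs.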

To test whether any of these early inflorescence-expressed lncRNAs were associated with genomic enhancer-like features, we leveraged a published set of ~ 1500 candidate enhancer loci from maize leaf (V5) and husk tissues that were identified based on combined enrichment of histone 3 lysine 9 acetylation (H3K9ac) marks, high chromatin accessibility and low DNA methylation [16]. We expected a high degree of tissue specificity for the enhancer loci as well as the lncRNAs, but 45 inflorescence-expressed lncRNA loci overlapped with these enhancer regions (Additional file 12: Dataset S11). Expression profiles of these enhancer-associated lncRNAs were dynamic across tassel and ear development, with several accumulating in specific spatiotemporal patterns (Fig. 5d). To investigate context-specific DNA methylation patterns at these loci, we re-analyzed and integrated publicly available genome-wide bisulfite sequencing data from 5 mm ear primordia [60]. While we observed a decrease in symmetric CG and CHG methylation from the proximal promoter into the gene body, there was a notably strong enrichment of asymmetric CHH methylation immediately upstream of the enhancer-associated lncRNA TSSs (Fig. 5e). This asymmetric CHH methylation profile, known as an mCHH island, has been also shown to flank active PCGs as well as CNSs in plants, and has been hypothesized to mark the transition between heterochromatin to euchromatin [60]. Moreover, mCHH islands located upstream of TSSs were shown to be positively correlated with differential gene expression and tended to localize within open chromatin [61].

1To explore potential *cis*-regulatory relationships between inflorescence-expressed lncRNAs and nearby PCGs, we analyzed correlation of their expression profiles across the eight spatiotemporal stages of immature tassel and ear development. Expression trajectories of PCGs were aligned with those of lncRNAs that were classified either as intronic or intergenic, and we prioritized lncRNA-PCG regulatory pairs based on congruence of expression patterns and their proximity to one another in the genome (Additional file 12: Dataset S11). We identified 78 lncRNA-PCG pairs that were i) positioned within a median distance of approximately 7 kb of each other and ii) were co-expressed across early maize inflorescence development (correlation coefficient > |0.8|). Among the PCGs that co-expressed with a lncRNA positioned within 2 kb, several encoded TFs including *wuschel-related homeobox 4* (*wox4*; GRMZM6G260565) and other homeobox family members, as well as hormone synthesis and signaling components, e.g., *ethylene insensitive 2* (*ein2*; GRMZM2G102754), *gibberellin 20-oxidase 2* (*ga20ox2*; GRMZM2G127232) and *nine-cis-epoxycarotenoid dioxygenase 3* (*nced3*; GRMZM5G858784).

Based on the assumption that transcripts with similar expression trajectories might act in common pathways, we determined relationships between co-expressed lncRNA-PCG pairs (modules) based on hierarchical clustering (Additional file 1: Fig. S15). For example, one module consisted of seven lncRNA-PCG pairs, each within 2 kb (Fig. 5e). PCGs and lncRNAs in this module showed highest expression in 1 mm ear and 3–4 mm tassel primordia, consistent with a shift from indeterminate to determinate fate (Fig. 5f) [32]. PCGs in this module included a SQUAMOSA BINDING PROTEIN (SBP) family TF (*sbp3*; GRMZM2G101499) and *ga20ox2*.

### Accessible chromatin-guided GWAS identifies novel SNP-trait associations for inflorescence architecture traits

Previous work in maize seedlings showed that while only 1–2% of the genome was MNase HS, this fraction accounted for more than 40% of the heritable variation [17]. We therefore hypothesized that our tassel and ear chromatin accessibility maps could help prioritize and/or assign biological function to trait-associated SNPs resulting from GWAS for inflorescence traits. We also speculated that using only those SNPs associated with regions of chromatin accessibility in a GWAS model could potentially help resolve novel SNP-trait associations, including smaller effect loci that may drive more subtle phenotypic variation. To investigate this, we first performed a GWAS analysis for two inflorescence architecture traits, tassel branch number (TBN) and ear row number (ERN), using publicly available phenotype data from the Nested Association Mapping (NAM) population and HapMap version (v) 3 SNP markers [62]. We also performed the GWAS analysis for these two traits using only SNPs that fell within accessible chromatin from the tassel and ear datasets combined. This latter analysis reduced the input SNP set to 15 million (approximately 19% of HapMap v3 SNPs).

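The combined DNS lists of tassel and ear together covered 7.67% of the span of chromosomes 1 to 10, the combined LCS lists 11.9%, and DNS and LCS together 13.2%. The marker sets themselves were not analysed here, so the share of markers inside each list is not given.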

For each set of markers, i) whole genome v3 SNPs and ii) SNPs within accessible chromatin regions, a stepwise model selection procedure was used [63]. 

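Of the 57 SNPs associated with TBN when all markers were used, 15 lay inside DNS segments of the combined tassel or ear lists (26.3%), against 7.58% for shifted positions (permutation by 1000 circular shifts, one-sided p = 0.001, the smallest they can give; 0.002 after Benjamini-Hochberg adjustment over 4 comparisons). Of the 47 SNPs for ERN, 6 did (12.8%), against 7.63% for shifted positions (permutation, one-sided p = 0.139, adjusted 0.139). Counting DNS or LCS segments, 25 of the TBN SNPs (43.9%) and 15 of the ERN SNPs (31.9%) lay inside, against 13.1% and 13.2% for shifted positions (permutation, one-sided p = 0.001 and 0.002, adjusted 0.002 and 0.00267). At 12 of the TBN SNPs the tassel list had a DNS segment and at 9 the ear list. The shifts set the SNPs against genome length and not against the markers that could be chosen. By the paper's count, accessible chromatin holds a larger share of the markers than these shifted shares. An excess of trait-associated SNPs over the markers was thus not tested, nor was a difference between the traits or between the tissues.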

Using the entire HapMap v3 SNP set, our GWAS model yielded 57 and 47 trait-associated SNPs for TBN and ERN, respectively. Interestingly, we identified different sets of associated SNPs for each trait from the two analyses. Using only SNPs within MNase HS regions identified a higher number of trait associations for TBN (*n* = 72) and ERN (*n* = 49) (Fig. 6a). In addition, QTL identified using the reduced, MNase-based SNP set were generally positioned closer to known PCGs; i.e., the median distance from a trait-associated SNP to the nearest gene model was 649 and 2273 bp for TBN and ERN, respectively, compared to 4.8 and 6.7 kb when using the entire v3 SNP set (Additional file 15: Dataset S14; Additional file 16: Dataset S15). This result was not surprising given that MNase HS regions are largely proximal to genes, however, it suggests that a reduced SNP set guided by accessible chromatin data could resolve novel associations that contribute to a phenotypic trait, which may not survive a more stringent multiple testing correction when a larger SNP set is used.

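The SNPs found with the MNase markers lay in HS almost by construction, which checks that the lists analysed are those behind the markers. For TBN, 71 of 72 lay inside DNS segments of the combined tassel or ear lists, and all 72 inside DNS or LCS segments. For ERN, all 49 lay inside DNS segments. TBN SNPs were more often in tassel than in ear DNS segments, with 57 (79.2%) against 46 (63.9%), while of the ERN SNPs 35 (71.4%) were in tassel and 38 (77.6%) in ear DNS segments. The difference between tassel and ear was not tested for either trait, so no link of trait and tissue is shown. No test against the SNPs from all markers is given, since the choice of markers fixes its outcome.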

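The distance of each TBN SNP to the nearest gene had a median of 649.5 bp with MNase markers and 4823 bp with all markers. For ERN the medians were 2273 and 6712 bp. No test is given, since MNase markers are confined to HS, which is dense beside genes, so a shorter distance is built into that marker set. SNPs inside genes were about as frequent in the 2 marker sets, with 16 of 72 against 13 of 57 for TBN and 9 of 49 against 7 of 47 for ERN. Neighbouring SNPs of a family-based population share haplotypes, so they are not independent.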

**Fig. 6:**
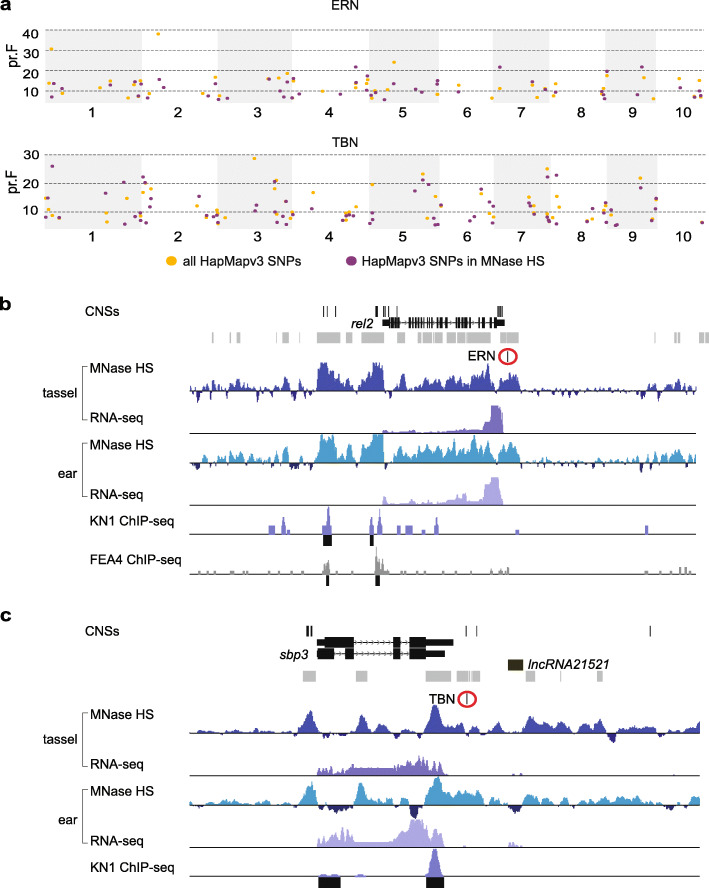
Novel trait-SNP associations for inflorescence architecture traits revealed using MNase-seq guided GWAS. Results from GWAS for inflorescence architecture traits, Ear Row Number (ERN) and Tassel Branch Number (TBN), comparing two sets of SNP markers, all HapMap v3 SNPs and the subset residing in MNase HS regions, revealed common and novel trait-SNP associations with candidate genes. **a** Significant SNP associations for ERN and TBN that were included in stepwise GWAS models using both marker sets displayed as a Z-browse view across the genome. Novel marker associations were found using the SNPs within MNase HS only for each trait. These include (**b**} *ramosa enhancer locus 2* (*rel2*), which was adjacent to a SNP associated with ERN and (**c**) *sbp3*, an SBP TF in immediate proximity of a SNP association for TBN and just up-stream of co-expressed lncRNA21521. The gray track beneath the GWAS SNPs defines the MNase HS portion of the genome (tassel and ear combined), which was used to subset the SNP set

There were nine trait-associated SNPs found in common between the two GWAS analyses for TBN, suggesting these are likely high-confidence associations that may contribute to phenotypic variation in tassel branching. One of these was located in the first large intron of GRMZM2G004690, an ortholog of the *ULTRAPETALA1* gene from Arabidopsis implicated in floral meristem determinacy [64] (Additional file 15: Dataset S14). 

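Comparing the positions in Dataset S14, 9 TBN SNPs were in both marker sets and 0 ERN SNPs were. By nearest gene the sets shared 13 genes for TBN and 4 for ERN.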

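The SNP at position 171561019 of chromosome 8 lies inside GRMZM2G004690 (171558487 to 171562011, plus strand) in AGPv3. It was inside a DNS segment of tassel replicate 1 and of the combined tassel list, and 23 bp from the nearest segment of the combined ear list. HS around the gene was higher in tassel. DNS segments covered 928 and 881 bp of the gene in the tassel replicates and 240 and 660 bp in the ear replicates. In the 2 kb downstream they covered 1386.5 ± 292 bp in tassel (SD, n = 2) and 376 and 475 bp in the ear replicates. With 2 replicates a side, an exact permutation test cannot separate the tissues at a single locus.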

In other cases, the two analyses identified unique SNPs that associated with the same protein-coding locus. For example, both analyses identified SNPs associated with ERN in the second to last intron of GRMZM2G049269, a gene annotated as a methyltransferase; this gene immediately flanks *Gibberellic acid (GA) 20-oxidase 5* (GRMZM2G049418), which we showed to be differentially regulated between tassel and ear (Fig. 2d). 

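Both ERN SNPs at GRMZM2G049269 lie inside the gene (AGPv3 chromosome 8, 164482156 to 164487602, plus strand), 1 at 164486214 from all markers and 1 at 164486340 from the MNase markers. The first lay inside a DNS segment in all 4 replicate lists. The second lay inside a DNS segment of the combined tassel list alone, 40 bp from the nearest segment of the combined ear list. LCS went the other way in the combined lists, with the SNP inside an ear segment and 21 bp from the nearest tassel segment. In the replicates, LCS segments covered it in replicate 2 of both tissues. Upstream of the gene, DNS HS covered 462 and 421 of 500 bp in the tassel replicates and 232 and 184 bp in the ear replicates. Inside the gene the replicates of the 2 tissues overlapped, with 1616 and 1049 bp in tassel and 1615 and 1799 bp in ear. The neighbouring GA 20-oxidase gene, ga20ox5, had 955 of 1000 flanking bp covered by DNS HS in tassel and 1000 bp in ear in the combined RefGen_v5 lists.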

SNP-trait associations with key developmental genes implicated in maize inflorescence architecture were identified with the MNase HS-guided GWAS analysis, but not when using the entire v3 SNP set. For example, *barren inflorescence 1* (*bif1*), a classical maize gene that plays a major role in tassel branching [65]*,* harbored a SNP association for TBN. 

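The TBN SNP at bif1 (GRMZM2G130953, AGPv3 chromosome 8, 18321199 to 18323290, minus strand) is at position 18325196, which is 1905 bp upstream of the gene. It lay inside a DNS segment in both tassel replicates and in ear replicate 1, and 53 bp from the nearest segment of the combined ear list. The 2 kb upstream were accessible in both tissues, with 1214 and 1246 bp covered by DNS HS in tassel and 1566 and 1086 bp in ear. The combined lists had 6 footprints there in tassel and 5 in ear.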

Another gene that regulates inflorescence branching in maize, *ramosa enhancer locus 2* (*rel2;* GRMZM2G042992) [66], was identified as associated with a SNP for ERN (Fig. 6b). 

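The ERN SNP at rel2 (AGPv3 chromosome 10, 76650034 to 76659099, minus strand), a transcriptional co-repressor gene, is at position 76649781, 252 bp downstream of the gene. It lay inside a DNS segment in both ear replicates and in tassel replicate 2, and 16 bp from the nearest segment of the combined tassel list. Within the gene, DNS HS covered 4946 and 4960 bp in the ear replicates and 2430 and 3610 bp in the tassel replicates. Its 500 bp upstream were covered almost throughout in both tissues, at 496.5 ± 0.707 bp in tassel (SD, n = 2) and 500 bp in both ear replicates.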

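In AGPv3, sbp3 (GRMZM2G101499) lies on chromosome 6 from 95232272 to 95235580 on the minus strand, and the TBN SNP is at position 95231912, 359 bp downstream of it. The SNP lay inside a DNS segment of ear replicate 2 and of the combined ear list, while the nearest segment of the combined tassel list was 630 bp away. LCS segments covered it in both ear replicates and in tassel replicate 2. DNS HS over the gene was 779 and 879 bp in the ear replicates and 676 and 454 bp in the tassel replicates. In the 500 bp upstream the replicates of the tissues overlapped, at 400 and 191 bp in tassel and 318 and 247 bp in ear.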

A SNP-trait association for TBN was identified at *sbp3* (GRMZM2G101499) using only MNase SNPs (Fig. 6c). This SBP TF was co-expressed with lncRNA21521 positioned immediately downstream, and both were part of a co-expression module associated with meristem determinacy (Fig. 5e).

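The lncRNA lies on chromosome 6 of AGPv3 from 95230551 to 95230917, with no strand given. No DNS segment was called over its 367 bp in any of the 4 replicate lists. In the 2 kb to its right, towards sbp3, DNS HS covered 849 and 1075 bp in the ear replicates and 418 and 539 bp in the tassel replicates. To its left the order was the reverse, with 161 and 73 bp in ear and 339 and 709 bp in tassel.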

Since this analysis was performed using the NAM population, we expect that the haplotype blocks will limit our ability to resolve causal SNPs, regardless of subsetting the functional genome. We also tested this approach in a small association panel, the 282 line Goodman-Buckler maize diversity panel [67], using GWAS results for TBN from [68]. For the subset of markers present in tassel MNase HS regions (*n* = 71,024), new False Discovery Rate (FDR)-adjusted *P*-values were calculated using the Benjamini and Hochberg [69] procedure. Overall, markers within tassel MNase regions showed a greater reduction in adjusted *p*-values compared to the genome-wide analysis (Additional File 1: Fig. S16). Since a decrease in FDR-adjusted *p*-values could be due to the reduced number of marker association tests, we calculated new FDR adjusted *p*-values for 1000 random samples of 71,024 markers. For each replicate, we calculated a statistic we denote as lambda (λ; see Methods and Additional File 1: Fig. S16 for equation), which is a ratio of the FDR adjusted *p*-value for a given marker when a reduced marker set is used, compared to the full marker set. Overall, the markers in tassel MNase regions had greater reductions in adjusted *p*-values compared to random samples (four standard deviations from the mean of random iterations; Additional File 1: Fig. S16). This result suggests that markers present in early tassel MNase HS regions could be of higher biological relevance for phenotypic variation in TBN than those scattered randomly across the genome. It also demonstrates how the reduction in total number of markers tested can facilitate identification of less significant, but potentially biologically interesting, associations. This approach for reducing markers could improve the efficiency for marker assisted selection.

## Discussion

Precise developmental transitions, such as those underlying distinct branching morphologies of maize tassel and ear, are regulated through dynamic interactions between TFs and non-coding elements of the genome. Regulatory variation across spatial and temporal scales underpins morphological diversity in evolution, and can be harnessed to achieve optimized phenotypic outputs in crops through precision breeding and/or engineering. In maize, several core regulatory factors that control inflorescence patterning have been identified through classical mutagenesis studies. However, most of these genes have not been associated with natural variation in inflorescence architecture, despite the high heritability of these traits in large association panels [70]. Since perturbations in these core regulators typically result in extreme and/or pleiotropic phenotypes [33, 71], it is likely that natural variation in *cis*-regulatory sequences modulate these genes and/or their targets. A major challenge in genomics-enabled crop improvement is functional annotation of *cis*-regulatory elements in crop genomes, and the ability to harness these sequences to fine-tune specific pathways with little perturbation to the complex networks within which they reside [72]. These genome-wide analyses of chromatin accessibility and nucleosome occupancy, tissue-specific regulatory RNAs and TF-DNA predictions provide a foundation for exploring the functional maize genome that underlies early developmental decisions in tassel and ear organogenesis.

Maize is unique among the major cereal crops in having separate male and female structures, which has facilitated hybrid seed production. Over the past century, maize improvement has gone hand-in-hand with selection of smaller tassels that take up fewer resources and less real estate (in terms of light interception), and larger, more productive ears [73]. Since the tassel and ear develop by way of a common developmental program, further improvement of ear traits by advanced breeding and engineering will require decoupling of this program, for example, via tassel- or ear-specific promoters or regulatory elements. Therefore, understanding how the same genes are regulated differently in tassel and ear, and harnessing this specificity to control one over the other, will advance breeding efforts in maize. In addition to agronomic applications, the maize tassel and ear represent an ideal system for studying the control of meristem determinacy and regulation of axillary branching in plant development. The core developmental program that underlies the two maize inflorescences is also shared with those of other grasses; the same meristem types progress in sequential order, but with variation on determinacy and fate. For example, the indeterminate branch meristems (BMs) that grow out into long branches at the base of the tassel, are determinate in the ear.

Our analysis of differentially regulated genes between tassel and ear was consistent with a determinacy program imposed on BMs in the ear, allowing for kernels born on short branches in organized rows. We have some understanding of the key players that suppress branching in the inflorescence such as the *ramosa* (*ra*) genes [32, 71] and *tb1*, however little is known about the mechanisms or what other factors they interact with. A number of other transcriptional regulators were preferentially expressed in the ear during early development, and there was tissue-specific chromatin accessibility associated with them. Among the most differentially regulated genes were five TCP TFs, including *tb1* and four others that have not yet been functionally characterized. We also found that TCP binding motifs were enriched in promoters that were more accessible in ear. TCPs are among the bHLH (basic Helix-Loop-Helix) family of TFs, and are further grouped into class I or class II TCPs. Aside from *tb1*, the other four TCPs that were differentially regulated in ear are class I.

There are several examples of class II TCPs regulating plant form in crops; suppression of axillary meristem or tiller outgrowth in grasses by *tb1* [27, 74], lateral branch angle in maize tassels by *wavy auricle on blade 1*/ *branch angle defective 1* (*wab1/ bad1*) [75, 76], and floral symmetry in sunflower by *HaCYC2* [77]. Recently, it was shown that a class II TCP, MULTISEEDED 1 (MSD1), regulates floral fertility and therefore grain number in sorghum, by mediating accumulation of jasmonic acid in the panicle [78]. Class I TCPs have been largely implicated in both abiotic and biotic stress responses [79, 80], and there is evidence emerging for their role in hormone pathways that intersect developmental processes. In Arabidopsis, TCP14 and 15 are class I TCPs that physically interact with SPINDLY (SPY) to activate cytokinin response genes in leaves and flowers [81], and TCP20 binds and regulates *LIPOXYGENASE 2* (*LOX2*), which encodes a key enzyme in JA biosynthesis [82]. In our findings, genes implicated in JA biosynthesis were overrepresented among those up-regulated in tassel compared to ear. TCPs can form homo- and hetero-dimers to achieve different binding specificities to target genes [83, 84]. Class I TCPs 20, 6 and 11, predicted to be functionally redundant, bind a conserved sequence GCCCR [85], which closely matches the de novo PWM enriched in ear accessible footprints (RGCCS; Additional file 1: Table S5). TCP20 also directly binds the promoter of TCP9, another class I TF [82]. We observed multiple occurrences of TCP binding sites in the promoters of class I TCPs preferentially transcribed in ear, indicating several layers of control by TCP family members.

Of the five TCP TFs that we identified as being differentially regulated in the ear, only the well-characterized *tb1* gene was associated with any functional data in maize. This highlights the utility of genomics-enabled research for gene discovery, particularly when viewed in a context-specific manner. There are approximately 2700 TFs in the maize genome and we only have experimental evidence on how a small fraction of them function [3, 86]. Context-specific gene regulatory networks (co-expression and TF-DNA binding data) can help in predicting functions of uncharacterized TFs and other genes of unknown function based on their position in the network [18, 87]. Genome-wide TF-DNA binding data have been limited in plants, especially in crop species, largely due to inherent difficulties in performing *in planta* methods such as ChIP-seq [88]. We showed here that there is extensive overlap of *in planta* TF binding data with MNase HS in the same tissue type, suggesting that accessible regions can be viewed as a proxy for TF binding. We also observed increased accessibility in promoters of genes bound by two TFs based on experimental data, indicating that degree of accessibility scaled with number of binding factors. Therefore, these tissue-specific accessibility maps can help drive computational-based predictions of TF binding and refine results from in vitro methods such as DNA Affinity and Purification sequencing (DAP-seq) [9, 89]. Along with co-expression networks of genes from the same tissue type, the accessible chromatin maps provide a basis for strengthening TF-DNA interaction predictions.

There is increasing evidence for lncRNA-mediated regulation of genome structure in both plants and animals, e.g., through nucleosome positioning, interaction with chromatin remodelers and chromatin looping [53, 55, 90]. In animal systems, it has been demonstrated that lncRNAs transcribed from enhancer loci, called enhancer RNAs (eRNAs), can modulate the expression of target genes [50, 91]. While regulation of PCGs by lncRNAs can occur in both *cis* and *trans*, several studies have highlighted control of the local regulatory “neighborhood” by lncRNAs [91–93]. Various mechanisms by which lncRNAs regulate expression of proximal PCGs have been reported [94], as well as transcriptional regulation by the same ‘divergent’ promoter [95, 96]. In Arabidopsis, expression of an intergenic lncRNA locus, *APOLO,* is auxin-dependent and destabilizes a chromatin loop to the promoter of *PINOID* (*PID*), a key regulator of polar auxin transport [53], allowing its expression.

LncRNAs in both plants and animals tend to share little evolutionary origin, biological function, or molecular mechanism [58]. Therefore, context specificity is critical to elucidating the function of these non-coding elements in growth and development. The set of 2679 lncRNAs annotated for early stages of developing inflorescence primordia extend lncRNA catalogs described from other maize tissues [97, 98]. LncRNAs have also been implicated in fine-tuning homeostasis and developmental programs. For example, in embryonic stem cells, massive coordinated changes in expression of proximal lncRNAs and PCGs off of divergent promoters underpinned organ differentiation programs [96] and in mouse, lncRNAs flanking HOX gene clusters were shown to modulate specificity of HOX gene expression during development [99]. In our analyses, we observed modules of co-expressed PCG-lncRNA pairs, including one module that exhibited an expression profile that was coordinated with spikelet pair meristem determinacy [32]. Within this module, an SBP TF, *sbp3*, was co-expressed with a lncRNA immediately downstream. SBP TFs play key roles in developmental processes, however *sbp3* has not been functionally characterized. Further, its association with a GWAS SNP for TBN and its enhanced expression in ear, suggest that *sbp3* and the co-expressed lncRNA are potential candidates for regulating branching (Fig. 6c). A genome-wide study for associations with complex traits in humans uncovered numerous lncRNAs, which were often associated with control of adjacent PCGs [100]. Further experimental validation is necessary to link specific gene regulation to proximal lncRNAs in maize inflorescence development.

The ENCODE project revealed that much variation attributable to major human disease is associated with accessible regions in the human genome [22]. Since then, work in maize showed that MNase HS regions explained 40% of the heritable variation in complex traits [17] and in Arabidopsis, DNase I HS regions were enriched for GWAS hits [18]. Our rationale for performing GWAS using only markers within MNase accessible DNA was to test whether we could recover variants that fell within functional regions of the genome, and potentially even pinpoint causal variants that would otherwise be removed from the stepwise selection model in favor of a different SNP in linkage disequilibrium, or fall below the significance threshold of multiple testing with large numbers of markers. Furthermore, the MNase HS regions used reflect chromatin accessibility in the tissue type affected by the inflorescence traits of interest. By limiting HapMapv3 SNPs to MNase HS regions, we used only 19% of the markers. The resulting SNP-trait associations that were uncovered using the reduced marker set were different from our GWAS results using the entire set of 83 million markers. Since a stepwise model selection procedure was used, we would not expect the genome-wide model to include all SNPs from the MNase-guided model. Among trait-associated SNPs in the reduced set GWAS model were several that resided either within or proximal to known developmental genes that have been implicated in inflorescence architecture. One of these was *rel2,* a gene that encodes a TOPLESS-like co-repressor that was identified in a modifier screen as an enhancer of *ramosa 1* (enhanced branching [66]). Notably, here *rel2* associated with ERN, which is consistent with recent work that showed mutants in this gene also display a fasciated ear phenotype, which is developmentally linked to ERN [101]. Experimental validation is needed in order to test whether the other trait-SNP associations identified by the MNase-seq driven GWAS analysis underlie variation in maize inflorescence morphology. We hypothesize that with a large association panel, reducing the marker set to those in functional regions could improve resolution of genomic selection models by i) prioritizing functional SNPs, ii) lowering the significance threshold required to declare a marker significant, and iii) reducing the computational load.

In summary, the functional maps described here provide a foundation for pinpointing key regulatory signatures that underlie growth, development, and morphological diversity in reproductive structures of maize, the most important cereal crop. The MNase-seq profiles offer genome-wide views of the regulatory space, including both TF binding sites as well as nucleosome occupancy, which can be leveraged for making informed predictions on functional DNA, and as a complement to many other genomics analyses. One timely application is guiding gene editing strategies by determining accessibility of target regions. Our integrated analyses of gene regulation during early inflorescence organogenesis defined targets for manipulating architecture, and provided insights into tassel- and ear-specific developmental programs that can be harnessed for crop improvement.

## Conclusions

Our ability to predict and achieve desired crop phenotypes through alteration of genetic elements is enhanced by context-specific regulatory maps targeted to traits of interest. The systems-level analyses presented here explore the *cis*-regulatory landscape underlying developmental transitions that occur during differentiation of male and female inflorecences of maize. Chromatin accessibility and nucleosome occupancy maps in these young, meristematic tissues revealed regulatory signatures specific to tassel and ear development including differentially regulated members of certain TF families, and predicted TF binding sites to footprint level resolution. On a genome-wide scale, differences in accessibility were observed with tassel-specific HS signatures enriched in intergenic regions while ear-specific HS were more prominent in gene body features. Several intergenic accessible sites coincided with predicted promoters of spatiotemporally expressed lncRNAs, combinatorial TF binding, and trait-SNP associations from GWAS, prioritizing them as potential long-range regulatory elements. These integrated functional maps and associated analyses can be directly leveraged for targeted crop improvement in maize and are readily translatable to other economically important cereal crops.

## Methods

### Plant material

Maize (*Zea mays*) B73 plants were grown in a greenhouse environment (27 °C/23 °C day/night) at the DDPSC Integrated Plant Growth Facility. Three seedlings per 2 gal pot (in Pro-Mix BRK-20 soil) were harvested 4–5 weeks and 6–7 weeks after sowing to collect tassel and ear primordia, respectively. For each tissue type, approximately 170 inflorescence primordia (between 1 and 5 mm in size) were hand-dissected and pooled into each of two biological replicates. Primordia were immediately flash frozen in liquid nitrogen, and stored at − 80 °C.

### Nuclei isolation

Nuclei were isolated as previously described [17]. Briefly, one gram of tissue was ground in liquid nitrogen with a mortar and pestle. Cross-linking was performed using 10 ml ice-cold fixation buffer (15 mM Pipes·NaOH at pH 6.8, 0.32 M sorbitol, 80 mM KCl, 20 mM NaCl, 0.5 mM EGTA, 2 mM EDTA, 1 mM DTT, 0.15 mM spermine, and 0.5 mM spermidine) containing 1% formaldehyde (10 min incubation with rotation) at room temperature and fixation was stopped using 0.5 mL of 2.5 M glycine. Triton X-100, a non-ionic surfactant, was added and the tube rotated for 10 min to release nuclei from the cells. The μsuspension was filtered through one layer of Miracloth, placed in a 15 ml falcon tube, and then split into two tubes. A percoll gradient separation using 50% (vol/vol) percoll in phosphate buffer saline (PBS) followed by low speed centrifugation at 3000×g for 15 min at 4 °C was used to enrich for nuclei. Using a serological pipette extended to the bottom of the tube, 4 mL of 50% (vol/vol) percoll was slowly added underneath the filtered nuclei suspension in PBS. Phase separation of nuclei was performed by centrifugation at 3000×g for 15 min at 4 °C, and nuclei at the percoll-PBS interface were transferred to a 15 ml falcon tube. PBS was added to dilute the nuclei suspension to a final volume of 15 ml. Nuclei were then pelleted by centrifugation at 2000×g for 10 min at 4 °C, and pellets resuspended in 2.1 mL MNase digestion buffer (MDB, sterilized with 0.2 μm filter, 50 mM HEPES-NaOH pH 7.6, 12.5% glycerol, 25 mM KCl, 4 mM MgCl2, 1 mM CaCl2). Nuclei were flash frozen in liquid nitrogen and stored at − 80 °C until use. To check nuclei quality, the remaining 100 μl were stained with DAPI and imaged as follows: 8 μL of DAPI-stained nuclei in MDB were mounted on a glass slide in VectaShield+DAPI medium and subjected to 3D deconvolution imaging using a DeltaVision (GE Healthcare) equipped with a 60X lens. Images of nuclei preps were produced using maximum intensity projections of the 3D datasets.

### MNase digestion, DNA extraction, and library preparation and sequencing

Intact nuclei were digested with a range of MNase concentrations in order to determine the optimal enzyme concentration for heavy and light digests, as described by [34]. After MNase titration, nuclei were digested by adding MNase to 30 U/ml (light) or 7290 U/ml (heavy), and incubated for 5 min at room temperature. Digestion reactions were terminated by adding 10 mM EGTA. Nuclei were reverse cross-linked with 1% SDS and 100 mg/mL proteinase K by incubation overnight at 65 °C. Then, DNA was extracted using 25:24:1 phenol-chloroform-isoamylalcohol, ethanol precipitation and finally resuspended in TER (TE with 40 μg/mL RNase A). Mononucleosome-sized DNA fragments (~ 150 bp) and smaller were size-selected using AMPure XP beads by adding 90% sample volume of beads (Additional file 1: Fig. S1). Size-selected DNA fragments were used to prepare eight MNase sequencing libraries with the NEBNext Ultra DNA Library Prep Kit for Illumina (NEB), following manufacturer’s instructions (2 biological replicates × 2 MNase concentrations × 2 tissues). For tassel and ear, the four libraries were barcoded and pooled into four lanes of sequencing on the HiSeq2500 at the FSU sequencing facility.

### MNase-seq data mapping and analyses

Paired-end reads were trimmed and mapped to the maize B73 AGPv3 reference genome as described in the MNase-seq processing pipeline [34] (Additional File 1: Table S1). Read coverage (in reads per million (RPM)) was calculated in 25 bp windows as described in [34] for input into bedtools. DNS was calculated as the difference of mean normalized depth (RPM) between the light and heavy digests. Positive values correspond to accessible chromatin and negative values correspond to closed regions. Read coverages were highly correlated between biological replicates for both light (r > 0.9) and heavy (r > 0.73) digested libraries. The read coverage for the MNase datasets (DNS and LCS) calculated in sliding windows (window size = 1 Mb and step size = 100 kb) was used to visualize accessible regions across the genome using *Circos* [102]. Positive and negative values were plotted for DNS and positive Z-scores were plotted for the LCS data.

MNase HS regions were identified in each of the biological replicates and combined data sets using the genomic segmentation algorithm, iSeg [38] and output files were processed using custom scripts. Our analysis applied a range of biological cutoff (bc) stringencies in calling MNase HS or resistant regions; from bc 0.5 (lowest stringency) to bc 3.0 (highest stringency) (Additional file 1: Tables S2 and S3; Additional files 2 and 3: Datasets S1 and S2). To validate results from iSeg, we also performed MACS2 [103] using the light digest as “treatment” and heavy digest as “control”, and parameters “-g 2.3e9 –nolamda –q 0.01”. Using a bc of 2.0 on DNS data, iSeg identified > 90% of the HS regions called by MACS2, in addition to many more putative regulatory regions (Additional file 1: Tables S2 and S3). 

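In the combined tassel list, 383 of the 436 FEA4 promoter peaks overlapped a DNS segment called by iSeg (87.8%), against 10.4% for shifted positions (permutation by 1000 circular shifts, one-sided p = 0.001, the smallest they can give). The tassel replicates gave 88.8% and 85.6%. In ear the combined list gave 82.8%, and the replicates 86.9% and 81.4%. These are the promoter peaks of Dataset S8 only, and MACS2 calls were not analysed here.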

Comparing these accessible regions with ChIP-seq data for FEA4, 85% of high-confidence FEA4 binding sites overlapped with accessible regions called by iSeg in tassel compared to 42% called by MACS2 (Additional file 1: Fig. S2). Decreasing the iSeg peak-calling stringency from bc 3.0 to 2.0 increased the overlap with TF-bound regions, but did not significantly increase noise (Additional file 1: Fig. S2). Therefore, bc 2.0 was chosen as the default cut-off used for analyses in the manuscript.

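At bc 2.0, 64.1 ± 2.00% of the DNS peaks of a tassel replicate overlapped a peak of the other tassel replicate by at least 1 bp (SD, n = 2 directions), and 66.3 ± 0.449% in ear. With midpoints within 300 bp as the criterion, the shares were 76.0% in tassel and 76.0% in ear. Peaks of 1 replicate that had no overlap in the other made up 34.8 ± 1.72% over both tissues (SD, n = 4 directions).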

At bc 2.0, ~ 77% of DNS peaks overlapped between biological replicates and high-confidence HS regions were called if their midpoints were within 300 bp of each other (Additional file 4: Dataset S3). Manual inspection in a genome browser revealed several cases where MNase HS was visible in the two biological replicates, but only called as a peak in one likely due to coverage threshold (Additional file 1: Fig. S3). To enhance depth of coverage for resolution of dynamic accessibility and footprints of bound TFs, we also combined reads from the two replicates and iSeg was used to call MNase HS on the combined datasets as well as for individual replicates. The MNase-seq data were also mapped to the maize RefGen_v5 genome, and iSeg coordinates for both DNS and LCS are available in GEO (Additional File 5: Dataset S4).

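The RefGen_v5 lists hold combined bc 2.0 segments of both tissues. DNS HS covered 248.6 Mb in tassel (1288305 segments) and 232 Mb in ear (1334422 segments), out of 2132 Mb spanned by chromosomes 1 to 10. LCS segments covered 498 Mb in tassel and 497 Mb in ear. For DNS, ear thus had more segments than tassel but less territory, with mean lengths of 174 bp against 193 bp. Genes were placed in this build with 33681 protein coding genes of the RefSeq table of Zm-B73-REFERENCE-NAM-5.0, which gives no strand.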

To map distributions of MNase HS sites across genomic features, we used the Bioconductor packages *IRanges*, *GenomicRanges*, and *GenomicFeatures* [104]. A transcripts database object was generated based on the AGPv3.31 reference gene annotation using the function *makeTxDbFromGFF,* and coordinates of genomic features were determined corresponding to PCG models. For each gene model, only primary transcripts were used and duplicated 5′ UTRs were removed. The total length of each genomic region (in bp) was calculated using the function *sum*. The midpoint of the MNase HS sites were computed in R, converted to a *GRanges* object, and intersected with respective genomic regions using the function *findOverlaps* with the options *type = within, ignore.strand = F*. Intergenic MNase HS sites falling within the reference repeats annotation file (AGPv3.31) were excluded from the analysis.

### Transposable element content

The maize TE annotation file (AGPv4) was downloaded from Gramene release 61 [41]. TEs annotated on chromosomes 1 to 10 were selected and converted to AGPv3 using the tool CrossMap v.0.3.7 [105] and the chain file from Gramene release 61. The resulting TE coordinates projected to AGPv3 scaffolds were removed and not considered in the downstream analysis. TE coordinates with unassigned strand “*” were considered as located on the sense strand. Intergenic TEs were selected, calssified and intersected with the midpoints of ear and tassel MNase HS regions (DNS) using the R package *GenomicRanges* (options: type = ‘within’, ignore.strand = T). The enrichment analysis was conducted using the Bioconductor package *regioneR* [106] based on permutation tests (*n* = 1000). A randomization strategy to compare intergenic genomic regions was performed using the function circularRandomizeRegions.

### RNA-seq data analysis

Publicly available RNA-seq data from developing maize tassel and ear primordia were downloaded from the NCBI Sequence Read Archive (SRA) database, BioProject PRJNA219741 (Run IDs: SRR999054, SRR999053, SRR999052, SRR999045, SRR999044, SRR999043, SRR999042, SRR999041, SRR999040, SRR999039, SRR999038, SRR999037, SRR999036, SRR999035, SRR999034, SRR999033, SRR999032) [32] and re-analyzed. We used ~ 500 M high-quality reads from these libraries to reconstruct the maize transcriptome using a genome-guided approach with HISAT2 v2.0.6 [107] and StringTie v1.2.3 [108]. Two mapping iteration steps were performed on each library: a first round of mapping to the reference B73 maize genome (AGPv3.31) from Ensembl Genomes [109] with options ‘*--novel-splicesite-outfile*, *−-dta’* and without a reference gene annotation file. Based on information from this first alignment, a database of unique splice junctions was created to maximize the number of mapped reads in the second mapping iteration using the option ‘*--novel-splicesite-infile’*. Then for each library we used the reference gene models (AGPv3.31) to guide the transcriptome reconstruction (assembly) and merged (using option --merge) all assemblies to create a non-redundant reference for this dataset. The transcript sequences (FASTA) and the gene models (GFF) were extracted using the *gffread* utility distributed with the program Cufflinks [110].

MNase HS and expression data for each PCG were correlated using the mean normalized depth (reads per million) for the heavy and light MNase digests and the StringTie v1.3.5 TPM values for 1–2 mm tassel and ear data. Using the R package *travis* (https://github.com/dvera/travis), the normalized coverage (RPM) was calculated for light digests, heavy digest and the differential (light -heavy) at the midpoint for 25 bp genomic windows.

### Differential DNS analysis

Differential accessibility within 500 bp upstream of the TSS of PCGs was calculated between tassel and ear was by computing the MNase HS value (tassel DHS - ear DHS) in 25 bp windows. Based on these values, changes of > 1 or < − 1 were defined as differentially accessible in tassel or ear, respectively. Genes characterized by differential accessibility in their promoter were filtered to include those with > 100 read coverage selected based on the RNA-seq data. A fold change of |1.5| between the two tissues was used to exclude genes with minimal expression changes [111].

### Analysis of regulatory elements within MNase HS regions

ChIP-seq data for FEA4 and KN1 are publicly available in the NCBI Gene Expression Omnibus (accession numbers GSE61954 and GSE39161, respectively). Genome-wide binding sites were determined for FEA4 using MACS v2 [103] with parameters ‘-f BAM -g 2.3e9 -B -m 10 30 -p 1.00e-5’. High-confidence peaks were called if peak summits from two biological replicates were within 300 bp. For KN1, peak coordinates were lifted to maize AGPv3 using the ‘liftOver’ function in the UCSC genome browser. High-confidence peaks required a minimum overlap of 50% between two biological replicates. Regions were designated as co-bound by FEA4 and KN1 if midpoints of high-confidence peaks were within 500 bp.

The MEME suite v5.0.5 (www.meme-suite.org/; [112]) was used for motif analyses. The consensus binding site for FEA4 was determined using MEME-ChIP with default settings to mine genomic regions 200 bp around summits of high-confidence FEA4 ChIP-seq peaks (*n* = 2163). Random 200 bp maize genomic DNA fragments were used as background. The resulting FEA4 PWM was located within FEA4 ChIP-seq peaks using Find Individual Motif Occurrences (FIMO; threshold = 0.0005) in MEME. The custom R package *genmat* (https://github.com/dvera/genmat) was used to generate density plots of MNase HS around FEA4 binding. HS regions overlapping FEA4 binding sites called by iSeg (bc 2.0) in tassel and ear were used to scan for enriched proximal motifs using two de novo motif finding tools: MEME-ChIP and Hypergeometric Optimization of Motif EnRichment (HOMER; http://homer.ucsd.edu/). MEME-ChIP was used with settings ‘-ccut 0’ and inputting a random set of genomic sequences as a control. A parallel analysis used a random set of iSeg-called maize sequences as the input compared to random genomic controls. Input and control sequences were repeat-masked. The Tomtom function in MEME was used to assign resulting motifs to best matches in the JASPAR core plant PWMs (2018; http://jaspar.genereg.net). We used the findmotifsgenome.pl function in HOMER with setting ‘-size given’ to report best matches to known plant motifs within the HOMER database. Resulting PWMs from HOMER were also matched to the JASPAR core plant PWMs.

To resolve locations of putative TF footprints we mapped the midpoints of small (< 131 bp) fragments reads generated from light MNase digests. To find the fragment center hot spots, we converted the single-base fragment center data using a sliding window average, where the total number of fragment centers in a 21 bp window was assigned to the central 5 bp in that 21 bp window, followed by repeating a 5 bp step size. To aid visualization of the fragment center populations on a genome browser, this procedure was also performed for the 5′ and 3′ ends of the light digest MNase fragments (0–130 bp). The resulting fragment center values showed local peaks that were segmented using the iSeg peak-calling program. *De-novo* motif discovery using these footprints was performed using Discriminative Regular Expression Motif Elicitation (DREME) in the MEME suite using default settings. Random background sequences of equal size from the same promoters were used as control. Tomtom was used to find the best matches to motifs in the JASPAR plant database. The resulting PWMs were located within footprints using FIMO (threshold = 0.005).

### Annotation and quantification of long non-coding RNAs

High-confidence lncRNAs were annotated according to De Quattro et al. [56, 113]. Non-redundant transcripts assembled from the RNA-seq data were scanned using published criteria for defining lncRNA transcripts [58, 114]: we filtered out sequences that i) were less than 200 bp, ii) were open reading frame encoding proteins with more than 100 amino acids, iii) were known functional protein domains deposited in the database Pfam v30 [115] (BLASTX cutoff E-value ≤1.0E − 3), iv) had the potential to encode functional proteins based on the program CPC [116], and/or v) had homology with maize structural RNA domains deposited in the database Rfam v12 [117] (BLASTN cutoff E-value 1.0E ≤ − 10). 15,606 potential noncoding transcripts were discarded due to protein coding capacity. To exclude potential small RNA precursors from our analysis (e.g., microRNAs and phasiRNAs), transcripts passing these filters were further processed using publicly available small RNA datasets (> 37 M processed small RNA reads) from immature B73 tassel and ear (~ 0.5–2 cm) [118] (SRA BioProject PRJNA119855, run ID: SRR032087, SRR03209) and A619 tassel primordia (0.5–1 cm) [119] (SRA BioProject PRJNA230402, run ID: SRR1041542, SRR1041543, SRR1041544). Small RNA reads (18–34 nt in length) were mapped against the lncRNA sequences using PatMaN [120] and processed with custom scripts in R. LncRNA sequences hosting ≥20 different small RNA reads were discarded. To reduce noise from spuriously transcribed RNAs, we considered only transcripts with a sum expression cut-off equal to or greater than 10 TPM across the entire dataset. Ten percent of lncRNA prediction was supported by Sanger sequencing (> 80% alignment identity and 50% alignment coverage) using maize NCBI ESTs (*n* = 393,418) (Additional file 13: Dataset S12).

High-confidence lncRNAs were classified based on their relative genomic location to protein coding genes. We defined overlaps between lncRNAs and PCGs using the Bioconductor package, *GenomicRanges.* LncRNAs were considered genic if they were located i) entirely within exons, ii) entirely within introns, or iii) spanning exon-intron boundaries. LncRNAs overlapping a PCG model in the antisense orientation were classified as antisense. Expression profiles of lncRNAs were determined by calculating TPM values across the eight stages of maize inflorescence development using Salmon v0.8.2 in mapping-based mode [121] and the sequences derived from the transcriptome reconstruction. Default parameters were used except the option --numBoostraps 30. Salmon output files were imported into R and processed using the Bioconductor package *tximport* [122]. Meristem-specific expression of lncRNAs was assessed by the Shannon Entropy (SH) metric using the Bioconductor package *BioQC* [123] and the TPM expression data.

To correlate expression levels of the lncRNAs with their closest PCGs, pairwise co-expression analyses were performed across each lncRNA - PCG pair independently for each of these four classes of lncRNAs: intronic-lncRNAs and intergenic lncRNAs < 2 kb, < 10 kb, and > 10 kb. First, expression values of PCGs and lncRNAs were normalized by log transformation using the function *rlog* in the Bioconductor package *DESeq2* [124]. For each of the four lncRNA types, a matrix of lncRNA-PCG pairs was generated. For each pair, their expression profiles and correlation between them were determined using a biweight mid-correlation method with the function *bicor* from the Bioconductor package *WGCNA* [125]. The lncRNA-PCG pairs with a correlation coefficient > |0.8| were kept and hierarchically clustered to determine modules of co-expressed pairs.

### Analysis of whole genome bisulfite sequencing data

Public raw data from whole-genome bisulfite sequencing (paired-ends; 100 bp) of B73 immature ears (~ 5 mm in length) were downloaded from the NCBI Sequence Read Archive using the run ID SRR2079442 [60]. Raw data were processed for quality using the program trim_galore (v.0.4.4_dev) with the parameters ‘-q 20 --length 75 --trim-n --retain_unpaired’. Quality reads were mapped to the maize AGPv3 reference genome using the program BSMAP [126] with the options ‘-r 2 -v 5’. DNA methylation level at single cytosine in the three methylation contexts (mCG, mCHG, mCHH) was extracted using the script methratio.py included in BSMAP.

### Functional enrichment analysis

Maize-GAMER [46] AGPv3 aggregate annotation file was downloaded from Cyverse (DOI: doi.org/10.7946/P2S62P) and used as input for the gene set enrichment analysis. The function *enricher* from the Bioconductor package *clusterProfiler* [127] was used with default parameters and Benjamini-Hochberg multiple test correction. Annotation of GO terms were retrieved from the database QuickGO (https://www.ebi.ac.uk/QuickGO/). Maize TF annotations were downloaded from Grassius [86] and PlantTFDB [128]. The two databases were merged and filtered for duplicated entries and used as input in the enrichment analysis by hypergeometric test as described earlier for the GO terms.

### Genome-wide association study for TBN and ERN

The dependent variable for each GWAS model was the residuals from a joint linkage analysis model fitted in [129] containing all quantitative trait loci associated with the trait of interest except for those on the given chromosome. Because the SNP markers were genotyped on only the NAM founders, we used a procedure similar to that described in [129–131] to project these markers onto the entire NAM population.

For each set of markers, a stepwise model selection procedure implemented in the software TASSEL v5.0 [132] was used. Entry and exit criteria for each marker set was determined through a permutation procedure described in [133], where 100 permutations were conducted. To ensure the detection and quantification of both large- and moderate-effect genomic signals, the empirical entry/exit thresholds were determined at α = 0.20. Data were visualized in *Zbrowse*, an interactive GWAS viewer (www.baxterlab.org) [134].

To test the performance of MNase SNPs within the 282 Goodman-Buckler maize diversity panel, we used GWAS results from Rice et al. (2020 [68];) for TBN and calculated new False Discovery Rate (FDR)-adjusted *p*-values for SNPs within tassel MNase HS regions and 1000 random subsets (*n* = 71,024) using the Benjamini and Hochberg procedure ([69]; alpha = 0.05). For each of the 1000 replicate iterations, we calculated the following statistic, lambda (λ):

$$ \lambda =\frac{99^{th} Percentile\left(-\log \left( Reduced\  FDR\  Adjusted\ p- values\right)\right)}{99^{th} Percentile\left(-\log \left( Genomewide\  FDR\  Adjusted\ p- values\right)\right)} $$

A λ of one means that there was no change in the 99th percentile, i.e., the top 1% most significant SNPs, compared to the values in a genome-wide analysis. The higher the λ, the greater the FDR-adjusted *p*-value of the 99th percentile decreased.

## Supplementary information

**Additional file 1.** Supplemental Figs. (S1-S16) and Tables (S1-S6).

**Additional file 2: Dataset S1.** Coordinates of all MNase HS peaks (including analyses from DNS and LCS; AGPv3; iSeg bc 2.0).

**Additional file 3: Dataset S2.** Coordinates of all MNase HS peaks (including analyses from DNS and LCS; AGPv3; iSeg bc 3.0).

**Additional file 4: Dataset S3.** High confidence MNase HS peaks (including analyses from DNS and LCS; AGPv3; iSeg bc 2.0).

**Additional file 5: Dataset S4.** Coordinates of all MNase HS peaks (including analyses from DNS and LCS; iSeg bc 2.0) mapped to the maize reference genome RefGen_v5.

**Additional file 6: Dataset S5.** Unique MNase HS peaks (DNS) in tassel and ear primordia (iSeg bc 2.0).

**Additional file 7 Dataset S6.** Normalized expression levels (TPM) of PCGs, binned by expression group.

**Additional file 8 Dataset S7.** Functional annotations, differential accessibility and expression data for differentially regulated PCGs in tassel vs. ear.

**Additional file 9 Dataset S8.** Genes bound by FEA4 and/or KN1 TFs in MNase HS regions of their proximal promoters, and functional enrichment using GO.

**Additional file 10 Dataset S9.** Distance matrix between ABI3 motifs and FEA4 binding sites, closest gene models and annotations associated with these combinatorial *cis*-element modules, and functional enrichment analysis using maize-GAMER GO for genes within 1 kb of FEA4-ABI3 *cis*-element modules.

**Additional file 11: Dataset S10.** Tassel and ear footprints at the iSeg threshold (iSeg bc 4.0).

**Additional file 12: Dataset S11.** Annotated high-confidence lncRNAs from inflorescence primordia (genomic coordinates, sequences and expression levels).

**Additional file 13: Dataset S12.** High-confidence lncRNAs supported by Sanger sequencing.

**Additional file 14: Dataset S13.** Classification of inflorescence-expressed high-confidence lncRNAs.

**Additional file 15: Dataset S14.** SNP-trait associations and closest gene annotations from GWAS analyses of TBN and ERN using all HapMap V3 SNPs and a subset within MNase HS regions only.

**Additional file 16: Dataset S15.** Output from stepwise GWAS analysis of TBN and ERN using both HapMapv3 SNPs and markers subset based on MNase HS regions.

**Additional file 17.** Review history.

## Data Availability

All sequence-based datasets generated from this study along with associated metadata and processed data, including map locations for HS regions in maize AGPv3 and RefGen_v5 and GWAS data, have been deposited to NCBI Gene Expression Omnibus (GEO) under the accession number GSE136685 [135]. Due to large file sizes, Additional files 2, 3, 4, 6, 11 and 16 have also been deposited in GEO at GSE136685 [135]. For the reference datasets used in the manuscript: Rodgers-Melnick E. Open chromatin reveals the functional maize genome. Maize shoot MNase-seq. SRA302258. https://www.ncbi.nlm.nih.gov/sra/SRA302258 (2016) [17]. Eveland AL. Regulatory modules controlling maize inflorescence architecture. RNA-seq. GSE51050. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51050 (2014) [32]. Pautler M. FASCIATED EAR4 encodes a bZIP transcription factor that regulates shoot meristem size in maize. FEA4 ChIP-seq. GSE61954. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61954 (2015) [35]. Bolduc N. Unraveling the KNOTTED1 regulatory network in maize meristems. KN1 ChIP-seq. GSE39161. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE39161 (2012) [36]. Li Q. RNA-directed DNA methylation enforces boundaries between heterochromatin and euchromatin in the maize genome. Bisulfite-seq. SRR2079442. https://www.ncbi.nlm.nih.gov/sra/?term=SRR2079442 (2017) [60].

How the deposited data were processed for this re-analysis (not part of the article)

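MNase-seq was done on tassel and ear primordia of maize B73, with 2 replicates per tissue, each a pool of about 170 primordia of 1 to 5 mm. Each replicate had a light (30 U/ml) and a heavy (7290 U/ml) digest, 8 libraries in all. Ears came from plants harvested later after sowing than those that gave tassels, so tissue and plant age go together. By the processing notes of the submitters, who give no versions, reads were trimmed with cutadapt and mapped to B73 AGPv3 with Bowtie2. The authors computed coverage scaled to library size in 25-bp windows, DNS as light minus heavy coverage and LCS as coverage of light-digest fragments shorter than 131 bp. They called segments with iSeg at bc 2.0 and 3.0, and footprints at bc 4.0 from midpoints of small fragments.

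The deposited values used here are the start and end positions of segments, in bp, as the authors listed them: 26 AGPv3 lists (each replicate and the pooled reads of both, for DNS and LCS at bc 2.0 and 3.0, and footprints for each tissue) and the combined RefGen_v5 lists. The lists cover chromosomes 1 to 10. For the tassel replicates, the deposit's description of its files gives DNS for the lists that the sample labels give as LCS, and the reverse. The labels were followed, as the segments of Dataset S1 equal those so labelled in number and summed length. The lists hold neither scores nor read counts, so depth per sample and the precision it gives are unknown here; the study's table of read depth was not used. Supplementary tables of the study gave tissue-specific peaks, expression classes, differentially accessible genes, KN1 and FEA4 peaks, lncRNAs and trait-associated SNPs.

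Segments were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, tests used scipy 1.17.1, and figures matplotlib 3.10.9. An overlap is at least 1 bp shared. Features were assigned by segment midpoint. Gene positions in AGPv3 came from the expression sheets of Dataset S6, of which the first 1995 of 39151 rows were used, all on chromosome 1. For the promoters of Dataset S7 and for named loci, positions of genes nearest to trait-associated SNPs (Dataset S14) were added. Those promoter sets are thus not limited to chromosome 1. Gene positions in RefGen_v5 came from the RefSeq table of Zm-B73-REFERENCE-NAM-5.0 with 33681 protein coding genes, without strand, so both flanks were used. Promoters are 500 bp upstream of the TSS in AGPv3, and gene ends are windows of 200 bp either side. lncRNAs of at least 300 bp were used, with windows of 100 bp at their ends. Breadth at bound promoters is LCS within 1 kb of the KN1 peak midpoint, or of the FEA4 peak summit at genes bound by FEA4 alone.

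Tassel and ear were compared by exact permutation of the 4 replicate values, two-sided, whose smallest p is 0.333. Overlaps with peaks, summits, lncRNA ends and SNPs were tested against 1000 circular shifts along the chromosomes, one-sided, whose smallest p is 0.001; for distances to genes every 20th segment midpoint was shifted. Genes bound by different TFs were compared by permutation with 100000 resamples, two-sided. Benjamini-Hochberg adjustment was made within each family of comparisons. The seed was 20200706. Interval arithmetic was tested on simulated data and matched counting base by base in 200 of 200 cases; the shift test called 100 of 100 planted overlaps and 3 of 100 sets with none.

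Gene lists for meristem maintenance, branching and determinacy, axillary meristem initiation and auxin, sex determination, floral MADS-box genes, the Fig. 2d genes and other genes named in the study were compared in RefGen_v5 with 10000 random lists matched on mean coverage, and 98 of 125 entries were matched. In Dataset S7, 855 identifiers of the ear sheet fall on 852 RefSeq genes. The genes named in the text are those the study names with coordinates in the build used, matched members of lists of 12 or fewer genes, and from each sheet of Dataset S7 the 10 with the largest difference in promoter HS among those where both replicates of 1 tissue exceed both of the other. Values in the study's tables had been seen when this rule was written. An item under this rule is not reported here.

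The alternatives tried were bc 3.0, leaving out each replicate, combined against replicate lists, replicate number as a block, the overlap that counts as shared, the genome build, covered bp or shares in place of midpoint counts, and wider windows. Transposable elements, motif searches, lists defined by product descriptions, seedling shoot lists, MACS2 calls, the marker sets of the association study and tables held only in part were not analysed here, apart from the expression sheets.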

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

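The test of the assembly length was chosen only after the result was seen. Signal in data for which the paper gives no values drew attention to the RefGen_v5 lists: their combined DNS list was 2.08 times as long as the AGPv3 list in tassel and 1.98 times as long in ear.

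The tables argue against a longer assembly, since chromosomes 1 to 10 span 1.04 times the AGPv3 length. A lower effective cut-off over the whole genome may add to it: inside 987 genes placed in both builds, the covered share was 1.60 times higher in tassel and 1.32 times higher in ear. For LCS the gene share was 1.64 and 1.82 times higher, past the 1.5 times set for DNS, and the lists 2.55 and 3.68 times as long. For DNS it cannot be told apart from other differences of the mapping, because the value for ear lies between the limits set for and against it and the lists carry no scores. Outside genes the share was 1.90 times higher in tassel and 1.93 times in ear, and no biological explanation was tested, as the plants are the same.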

How the results depend on the processing

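Of the settings named here, replicate lists for the overlap, RefGen_v5 for the differentially accessible genes, distances of up to 50 kb (alone or with bc 3.0) and the comparison of DNS and LCS territory between builds were chosen only after the results were seen. Over 49 results and 216 alternatives, 169 kept direction and side of the threshold or moved within the spread of replicates, 34 moved further, 2 became weaker and 11 reversed. Where a result changed, the cause was not tested unless said.

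The larger tassel DNS territory kept its direction under all 7 alternatives tried in AGPv3 (0.191 to 2.70 Mb), and the RefGen_v5 lists, with 248.6 against 232 Mb, had a larger gap in the same direction. Directions also held for the shares of KN1 and FEA4 peaks in LCS segments under 20, LCS breadth at co-bound genes under 12 (highest permutation p 0.00175), HS at lncRNA ends under 30 and FEA4 summits in footprints under 4. The peak shares were lowest when a larger part of the peak had to overlap. They were then 80.4% for KN1 and 83.1% for FEA4 in tassel, and 73.7% and 71.6% in ear. The total also holds 8 alternatives for SNPs in HS, whose outcome the choice of markers fixes, so they say nothing about stability. The higher intergenic density in tassel in AGPv3 held under 9 alternatives and the larger AGPv3 distance in tassel under 9 (0.772 to 2.00 kb). The tassel set of differentially accessible genes kept its tassel excess under 9 (107 to 195 bp).

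The share of ear HS found in tassel, 67.3% in the combined lists, was 50.1% at bc 3.0, 73.8% counting peaks and 60.6% counting peaks with at least 0.5 of their length shared. It was 78.2% within 2 kb of genes in RefGen_v5 and 68.9% within 2 kb of genes in the AGPv3 part of chromosome 1. In replicate lists it ran from 57.8% to 59.2%, and the mean over both directions, ear in tassel and tassel in ear, was 58.0%. Between replicate lists, 58.0% became 41.2% at bc 3.0, 63.0% counting peaks and 48.9% with at least 0.5 of the length. The gap of within-tissue over between-tissue pairs, 3.42 points, ranged from 0.516 to 6.51 when 1 replicate was left out, the highest without tassel replicate 2.

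Tissue-specific peaks called in both own replicates and no other, 23.9% in tassel and 20.5% in ear, fell to 5.15% and 4.11% against bc 3.0 replicate lists, where the peaks stay those of bc 2.0 and a stricter list must miss more of them, and in tassel to 21.8% with at least 0.5 of the length. Without replicate 1 or 2 of both tissues they rose to 53.8% to 58.6% in tassel and 52.6% to 54.0% in ear, since a peak then needs 1 own list and must be absent from only 1 other list. Replicate overlap of DNS peaks in tassel was 49.8% at bc 3.0, 49.8% with at least 0.5 of the length and 76.0% by midpoints, and in ear 58.2%, 53.3% and 76.0%. Mean LCS segments were 113.7 bp in tassel and 117.9 bp in ear at bc 3.0, and 170.8 and 160.9 bp in the combined lists.

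Tassel minus ear densities depended on the measure. Intergenic density in RefGen_v5, -0.201, was 0.587 by covered bp and 0.440 in the AGPv3 part. Gene flanks in AGPv3, 1.09, were -0.519 as a share of peaks. Gene bodies in RefGen_v5, -0.657, were 1.02 by covered bp. Gene bodies in AGPv3, -0.0988, were -0.897 at bc 3.0, with 7.29 and 7.53 in the tassel replicates and 8.53 and 8.09 in the ear replicates. At bc 2.0 they ranged from -0.412 to 0.214 when 1 replicate was left out: 0.214 without tassel replicate 2 and 0.140 without ear replicate 1. The distance difference in RefGen_v5, -1.30 kb, was 1.16 kb in the AGPv3 part, and -0.028 kb for RefGen_v5 distances of up to 50 kb.

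DNS at the TSS minus the TTS in tassel, -5.34 points, was -1.75 at bc 3.0, -2.48 within 500 bp and -6.77 in the combined list. In ear, -6.32 became -0.952 at bc 3.0 and -2.33 within 500 bp. For LCS, 0.125 in tassel became 5.86 at bc 3.0, -1.45 in the combined list and -1.20 without replicate 2, and -2.71 in ear became 3.61 at bc 3.0 and -0.677 within 500 bp.

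The tassel minus ear value of -93.1 bp for genes listed as more open in ear became 19.8 bp in RefGen_v5, where both flanks of the gene are counted. With 1 kb flanks and 200 bp inside the gene, the percentiles of gene lists changed from 99.7 to 84.0 for meristem maintenance, 99.9 to 97.0 for Fig. 2d genes, 89.8 to 47.0 for sex determination and 40.3 to 58.1 for other genes named.

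Treating the replicate number as a replicate block gave the same 2.08 Mb for the DNS territory (exact sign flip, two-sided p = 0.5, the smallest 2 pairs can give) and 58.00% for the overlap between replicate lists. No source says that the numbers mark a shared batch.

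Not run were HS in repeats, motif searches in footprints, footprints on sequences other than chromosomes 1 to 10, equal numbers of top-scoring segments, and stricter, single-replicate or unpooled versions of the RefGen_v5 gene lists. Leaving out a replicate cannot give a value for replicate overlap. The lists carry no read counts, so what depth limits cannot be read from them; the LCS territory of the tassel replicates, 205 and 163 Mb, shows how far calls differ between libraries of 1 tissue. The larger LCS territory of tassel, 184 against 139 Mb in the replicates and 195 against 135 Mb in the combined AGPv3 lists, was 498 against 497 Mb in RefGen_v5.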

Differences from the paper's values

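The paper gives a median distance of intergenic HS to genes of 10 kb in tassel, against 28.4 kb in the RefGen_v5 lists. The sets of segments are unlike: the paper left out intergenic HS inside annotated repeats, and all distances given here include it, since no repeat annotation was used. Of the alternatives set before the data were examined, the AGPv3 part of chromosome 1 (11.1 kb), bc 3.0 on that part (8.97 kb) and HS over 2 kb from any gene on that part (13.1 kb) come within 1.5 times of the paper's value. Distances of up to 50 kb on that part (9.20 kb) do so too, a setting chosen after seeing the values, though it is the range of the paper's Fig. 1d. For ear the paper gives 5 kb, against 29.7 kb, and none of these alternatives closes the gap: 9.74 kb, 7.86 kb, 11.9 kb and, chosen after seeing the values, 8.12 kb. The joint setting of bc 3.0 and distances of up to 50 kb, chosen after seeing the values, comes within 1.5 times in both tissues (7.48 kb in tassel and 6.70 kb in ear) and rests on 46.5% and 44.1% as many segments as all distances at bc 2.0. How far the repeats account for the gap was not tested.

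The paper gives a footprint share of under 0.01% of the genome, against 0.342% as the mean of tassel and ear. As a fraction rather than a percentage, 0.342% is below the paper's 0.01. No alternative was set for this value.

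The paper's density of HS in proximal promoters is about 5.4 per 10 kb in tassel and about 5.1 in ear in Fig. 1c, read by eye, against 14.2 and 13.1 on the part of chromosome 1 with coordinates. Neither bc 3.0 (11.4 and 10.4) nor the combined lists (12.7 and 11.9) closes the gap. For the 1 kb downstream of genes the paper's values are about 7.4 in tassel and about 6.9 in ear in Fig. 1c, read by eye, against 14.6 and 13.6, and again neither bc 3.0 (11.2 and 11.0) nor the combined lists (13.1 and 12.0) closes the gap. For intergenic space, the paper's values of about 1.7 in tassel and about 1.3 in ear in Fig. 1c, read by eye, lie close to those of the combined lists (1.698 and 1.298), though the paper left out repeats there. The values here cover a part of 1 chromosome and the paper's the whole genome, and whether Fig. 1c defines the space near genes in another way is not known here.

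The paper has LCS denser at the TSS than at the TTS. At bc 2.0 the shares of genes with an LCS segment were 73.6% at the TSS and 73.5% at the TTS in tassel, and 69.1% and 71.8% in ear. At bc 3.0, an alternative set before the data were examined, they were higher at the TSS in both tissues, 55.8% against 49.9% in tassel and 51.1% against 47.5% in ear.

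The paper has intergenic HS nearer to genes in ear than in tassel. The AGPv3 part of chromosome 1 gives that order, and the RefGen_v5 lists give the opposite one over all distances. Up to 50 kb, the range of the paper's Fig. 1d, the RefGen_v5 medians were nearly equal, at 15.76 kb in tassel and 15.79 kb in ear. The 2 sets of lists also differ in region and gene table, so the difference cannot be assigned to the build.

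The paper has ear-specific HS more prominent in gene bodies. Beside tassel-specific peaks the part of chromosome 1 goes the same way, with 35.5% of ear-specific peaks in gene bodies against 17.7%. Beside all ear peaks the share of ear-specific peaks was equal and not raised, which is another comparison than the paper's.

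The paper has the promoters of the TCP genes more open in ear. Counted over 500 bp on both sides of the gene in the combined RefGen_v5 lists, not over the paper's 500 bp upstream, 2 of the 3 matched genes were, tb1 and tcptf4, while DNS HS at tcptf25 was 851 bp in tassel and 628 bp in ear; LCS at tcptf25 was higher in ear.

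The paper lists 1048 promoters as more open in ear. In the RefGen_v5 lists, 855 of them fall on 852 genes, of which 468 had more DNS HS in tassel and 367 in ear within 500 bp on both sides of the gene, a wider region than the paper's promoter. Tassel is higher over all genes there too (599.8 against 552 bp), and the set's tassel excess of 19.8 bp is under the 47.6 bp of random lists matched on coverage, so relative to other genes it goes the paper's way. By LCS, 547 had more in ear and 242 in tassel, and ear is higher over all genes too (739 against 708 bp). Of the 688 matched genes listed as more open in tassel, 317 had more LCS in tassel and 347 in ear. Their mean LCS difference, tassel minus ear, was -0.531 bp, against -34.8 bp for random lists matched on coverage. For the ear set it was -41.3 bp against -29.6 bp, so relative to other genes both sets go the paper's way. With 1 kb flanks and 200 bp inside the gene, the ear set lay at percentile 23.9 by LCS. In AGPv3, the build of the paper, both ear replicates exceeded both tassel replicates by DNS at 32 of the 65 genes listed as more open in ear, and the reverse held at 0.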

Other observations

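The test of footprints per Mb of LCS, the ratios of footprint folds at wider windows and at KN1 peaks, and the AGPv3 correlations within the sheets of Dataset S7 were chosen only after the result was seen.

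Among 7 matched genes of sex determination, all but d8 had more flanking DNS HS in tassel than in ear in the combined RefGen_v5 lists, with means of 854 and 742 of 1000 bp and percentile 89.8 among random matched lists. The DELLA gene d9 had 780 bp in tassel and 422 bp in ear, na1 757 and 612 bp, an1 687 and 591 bp, ts1 982 and 903 bp, ts2 791 and 719 bp, d3 987 and 950 bp, and d8 996 and 1000 bp. The 5 matched genes of axillary meristem initiation and auxin were split, with more in tassel at ba1 (874 and 689 bp), bif2 (949 and 830 bp) and bif1 (699 and 598 bp) and more in ear at spi1 (317 and 661 bp) and bif4 (544 and 645 bp), and percentile 16.7. Of 11 floral MADS-box genes 5 had more in tassel and 6 in ear (percentile 18.6), zag3 with 242 and 656 bp and mads4 with 352 and 620 bp among the latter. Of 10 other genes named in the study, 6 had more in tassel and 4 in ear (percentile 40.3). By LCS the percentile of the sex determination list was 63.2, that of the axillary list 83.5, that of the MADS-box list 53.0 and that of the other genes 66.3.

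Within the meristem maintenance list, ct2 had 742 bp in tassel and 300 bp in ear, fea4 949 and 694 bp and wus1 609 and 381 bp, while fea3 had 495 and 620 bp and kn1 967 and 990 bp. Within the branching and determinacy list, bad1 had 641 and 935 bp, ub3 500 and 567 bp and ra2 781 and 788 bp. By LCS, the percentile of the meristem maintenance list was 86.1 and that of the branching list 59.2.

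Around lg1 in RefGen_v5 (chromosome 2, 4493490 to 4496967), DNS HS covered 1306 of 2000 bp on the lower-coordinate side in tassel and 1455 bp in ear, and 1091 and 546 bp on the other side. From 15 to 25 kb away it covered 0 of 10000 bp in tassel and 87 bp in ear on the lower-coordinate side, and 121 and 172 bp on the other; LCS segments covered 407 bp in tassel and 0 bp in ear on the lower-coordinate side and 364 and 100 bp on the other. The paper's Fig. 1a shows a prominent HS region about 20 kb upstream in AGPv3, which these RefGen_v5 values do not show. In the AGPv3 slice, its position read by eye from Fig. 1a, the combined DNS lists held 51 segments in tassel (longest 917 bp) and 50 in ear (longest 1194 bp), and without coordinates of lg1 in that build the region was not placed.

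The promoter differences of Dataset S7 had a Spearman correlation with the paper's delta values of 0.779 over 135 genes with AGPv3 coordinates, where 123 had the same sign, and of 0.392 over 1543 genes in RefGen_v5. Within the tassel sheet it was 0.566 in AGPv3 and 0.155 in RefGen_v5, and within the ear sheet 0.00227 and 0.0357, so in ear the size of delta is not followed; in RefGen_v5, 43.9% of the ear genes that differed had the same sign. The delta values come from these samples, so they are not independent.

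Tassel had more footprints than ear. The tables argue against more accessible territory in tassel as the whole cause, since per Mb of LCS segments there were still 2.34 times as many. A lower effective calling threshold in tassel may play a part, but it cannot be told apart from biology: the fold of footprints at FEA4 summits over shifted positions was 1.23 times higher in ear, under the 1.5 times set for it. The ratio was 1.49 within 25 bp and 1.90 within 100 bp, and 1.39, 1.76 and 2.09 at KN1 midpoints, so wider windows lean towards a lower threshold, though 78.2% of tassel summits have a footprint within 100 bp, which limits the fold. A difference between tassel and ear in bound sites stays open and untested, as footprints were called once per tissue and depth is unknown here.

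Tissue-specific peaks may arise from calls that pass the cut-off in 1 list and miss it in another, and from a difference between the tissues. The share of peaks missing from a replicate of the same tissue was 0.940 of the share missing from a replicate of the other tissue, which is consistent with the first. Length called in both replicates of 1 tissue alone was 1.57 times that called in 1 tassel and 1 ear list alone, consistent with the second. How the listed peaks divide between these explanations was not resolved.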
